# Differential Network Analysis Reveals Genetic Effects on Catalepsy Modules

**DOI:** 10.1371/journal.pone.0058951

**Published:** 2013-03-21

**Authors:** Ovidiu D. Iancu, Denesa Oberbeck, Priscila Darakjian, Sunita Kawane, Jason Erk, Shannon McWeeney, Robert Hitzemann

## Abstract

We performed short-term bi-directional selective breeding for haloperidol-induced catalepsy, starting from three mouse populations of increasingly complex genetic structure: an F_2_ intercross, a heterogeneous stock (HS) formed by crossing four inbred strains (HS4) and a heterogeneous stock (HS-CC) formed from the inbred strain founders of the Collaborative Cross (CC). All three selections were successful, with large differences in haloperidol response emerging within three generations. Using a custom differential network analysis procedure, we found that gene coexpression patterns changed significantly; importantly, a number of these changes were concordant across genetic backgrounds. In contrast, absolute gene-expression changes were modest and not concordant across genetic backgrounds, in spite of the large and similar phenotypic differences. By inferring strain contributions from the parental lines, we are able to identify significant differences in allelic content between the selected lines concurrent with large changes in transcript connectivity. Importantly, this observation implies that genetic polymorphisms can affect transcript and module connectivity without large changes in absolute expression levels. We conclude that, in this case, selective breeding acts at the subnetwork level, with the same modules but not the same transcripts affected across the three selections.

## Introduction

Haloperidol is a member of a class of drugs denoted as “typical” or first-generation antipshychotics since their adoption as psychosis treatments. A number of locomotory side effects, including dyskinesia, complicate their use in humans. Mice injected with haloperidol develop catalepsy (rigid, fixed body position) and this response is considered a model for human locomotory disturbances. Mouse inbred strains differ widely in their response to haloperidol, signaling a strong genetic component for this trait; a number of associated genetic loci have been previously detected in mouse crosses [1]. Additionally, a number of studies implicate the striatal dopaminergic system in the cataleptic response [2], [3].

We have examined the striatal gene-expression covariance structure in animals that were selectively bred from a heterogeneous stock (HS) for haloperidol response and non-response [4]. Crossing the C57BL/6J (B6), DBA/2J (D2), BALB/cJ (C) and LP/J (LP) inbred mouse strains formed the HS founder population. This HS cross, denoted as HS4, is of intermediate genetic complexity [5]. After three generations of selection, the responsive and non-responsive lines differed more than 30-fold in the haloperidol-induced catalepsy ED_50_. The lines also differed in their response to structurally dissimilar D_2_ dopamine receptor antagonist, raclopride, strongly suggesting that the basis for selection was pharmacodynamic and not pharmacokinetic. Selection produced only modest changes in striatal gene expression despite the use of large populations (N =  >40/line). In contrast, applying Weighted Gene Coexpression Network Analysis (WGCNA) [6] to the microarray data revealed significant changes in gene connectivity, most notably in a module enriched in genes associated with cell signaling and behavior. Previous studies have highlighted the genetic influences on trait variability, which can be distinct from influence on average trait values [7]. Gene coexpression networks are constructed on the basis of gene or transcript joint variability; genetic effects on variability will therefore translate into changes in the coexpression network structure. The adoption of graph/network techniques and terminology to the analysis of high-throughput biological data offers a distinct advantage: highly dimensional interactions can be efficiently summarized and related to specific biological or disease states. These approaches have been successfully applied in several recent studies [4], [8], [9], [10], [11]. There is, however, a potential confound in applying these techniques to data generated from selectively bred animals. Selection gives rise to numerous genetic loci that segregate between the lines; genetic drift and random allele fixation confound the functional interpretation of these loci, including their downstream effects on network connectivity. One strategy for dealing with genetic drift is to have at least a second independent selection and determine if the same association appears [12]. If the association is simply stochastic, replication is highly unlikely. In the current study, we employed a somewhat different strategy. In addition to independent catalepsy selections, we have also varied the genetic background. Two different founder populations were used; one was an F_2_ intercross formed from the B6 and D2 strains, and the other was the HS-CC that was formed from the eight founder strains of the Collaborative Cross (CC). Using single nucleotide polymorphisms (SNPs) as a surrogate for genetic diversity, the F_2_ intercross is 50% less diverse than the HS4, and the HS-CC is three times more diverse [5]. Previously, we have shown [13] that striatal network structure in the three founder populations displays significant preservation; here, we evaluate whether selection produces changes in gene coexpression independent of genetic background. The focus is on detection and statistical evaluation of changes in coexpression patterns, which we denote as module disruption. It is important to note that module preservation and module disruption are related and complementary concepts and they can both hold for a given module. Even though modules might be highly preserved across biological conditions, this does not preclude the emergence of subtle changes in network structure that are not enough to render the module non-preserved, but nevertheless are statistically significant and, potentially, biologically meaningful. To detect these changes, we adapted the module preservation procedures outlined in [14]. To examine this issue, the key strategy was the creation of a consensus gene network, using the gene expression data from all three selections.

## Materials and Methods

### Ethics Statement

All animal care, breeding and testing procedures were approved by the Laboratory Animal Users Committees at the Veterans Affairs Medical Center, Portland, OR, and at the Oregon Health & Science University, Portland, OR.

### Animal breeding and selection

The formation of the HS colonies was described previously [15]. Haloperidol response phenotyping followed the procedure outlined in [1], [4]. On day 1, all animals were administered 4 mg/kg intraperitoneally of haloperidol, and the catalepsy response, which consists of remaining in a fixed rearing posture for 30 seconds, was measured after 15 minutes. Based on this response, the animals were categorized as haloperidol responders (R) and non-responders (NR). After a week, the R animals were administered 1 mg/kg of haloperidol, and the NR animals were administered 7 mg/kg of haloperidol; the second test produced two additional categories: very-responsive and very non-responsive animals. Breeding sixteen families of very-responsive and very-nonresponsive animals produced the first selection generation; three additional breeding generations resulted in the High (responsive) and the Low (non-responsive) selected lines. Additional details and the general strategy for short-term selective breeding is found in [12].

### Gene-expression data processing

Our data pre-processing steps closely follow procedures described previously [13]. Gene-expression data for the High and Low selected lines were obtained from the striatum using the Illumina WG 8.2 array exactly as described by the manufacturer. The dissection of the striatum and the details of sample preparation for hybridization are found in [15]. Data were imported into the R application environment (http://www.r-project.org), and outlier samples were removed. Probes not expressed above background (p<0.01) in at least a quarter of the samples were removed. For each probe, we computed the coefficient of variability (CV) and we selected for network construction the top 50% most variable probes. The intersection of these probes across the three datasets resulted in 6755 probes. The data were quantile normalized. Microarray datasets are publicly available in the Gene Expression Omnibus database [16] under accession number GSE37755.

### Quantification of genetic variability and genetic differences

F_2_ and HS4 selected lines were genotyped using a panel of 768 SNPs previously described [15]. The HS-CC samples were genotyped using the Mouse Universal Genotyping Array, which uses 7851 SNP markers distributed over the mouse genome (http://www.neogen.com/GeneSeek/SNP_Illumina.html). Genome-wide genetic differences were analyzed following the AMOVA procedure [17]. Each genome was encoded as a long vector with entries of 0, 1 or 2 reflecting marker allelic content; pairwise “manhattan” distances were computed between these vectors. Subsequently, between versus within groups (High or Low selections) distances were evaluated in a manner similar to the classic analysis of variance approach. The genome-wide pairwise distances were visualized using the multidimensional scaling procedure available in the R application environment.

### Coexpression network construction and validation

We constructed the coexpression network using the WGCNA approach [6], [18]. First, the absolute value of the Pearson correlation coefficient between all transcript pairs across samples was computed, resulting in a correlation matrix. The Pearson correlation matrix was subsequently transformed into an adjacency matrix (A) using a power function. The connection strength a_ij_ between transcripts x_i_ and x_j_ then becomes a_ij_ = |corr(x_i,_ x_j_ )|^β^; β = 10 was selected in accordance to the scale-free topology criterion [6]. To detect modules or groups of coexpressed transcripts, the adjacency matrix was clustered using the “dynamic tree cut” algorithm [19]; this procedure takes advantage of the internal structure of the dendrogram in cutting the branches and identifying modules. We validated module membership by a permutation procedure, checking whether average module adjacency is higher than average adjacency of random groups of transcripts. For the detection of TFBSs in the upstream regions of module genes, we used the Promoter Analysis and Interaction Network Tool (PAINT) [20]; once the TFBSs for each gene were collected we used Fisher’s exact test followed by FDR adjustment to test for overrepresentation of each module TFBS against the whole network.

### Differential network analysis and detection of module disruption

Recent work [14] has introduced a comprehensive and powerful method for evaluation of preservation of network properties. For any collection of network nodes of interest (module), preservation statistics are created by comparing network/module statistics against similar values compiled from randomly selected groups of nodes. Broadly speaking, bootstrapping or random selection is performed over network nodes. In the current application, the goal is to detect significant changes in network structure. To detect these changes, we adapted the module preservation procedures outlined above. In essence, we create separate networks corresponding to the two biological conditions; differences between these networks are evaluated against changes that could occur by chance. An empirical distribution of random changes was generated by constructing a set of networks (N = 200) using a mixture of samples from both biological conditions. Bootstrapping was performed over samples as opposed to network nodes. This procedure is feasible in our dataset because the samples corresponding to the High and Low lines originate from the same tissue and were processed together as part of the same experiment. We computed network preservation statistics, exactly as defined in [14], Equations 1–20, for pairs of networks from this empirical distribution. The network statistics used here include intramodular connectivity (kIM), total network eigengene connectivity (kMEAll), module eigengene connectivity (kME), clustering coefficient (clusterCoeff) and maximum adjacency ratio (MAR). These quantities apply to individual nodes; for a given module the values for all nodes are arranged in a vector. Vectors originating from two different networks are correlated, resulting in cor.kIM, cor.kMEAll, cor.kME, cor.clusterCoeff and cor.MAR; cor.ADJ is obtained from matrix correlation of the adjacency matrices. High correlation values correspond to strong preservation. Furthermore, the statistical significance of preservation or disruption values can be quantified using a Z score [14]: 
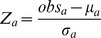
, where *obs_a_* corresponds to preservation for a given network statistic and module, μ_a_ and σ_a_ correspond to mean and standard deviation of preservation values, in our case generated from the empirical distribution of preservation values between mixed-sample networks. While for module preservation the Z scores are positive, signifying that modules are more preserved than random groups of nodes, disruption Z scores are often negative. The negative Z values result from the fact that preservation between two networks corresponding to different biological conditions is lower than preservation between two networks created using a mixture of samples: often *obs_a_* is smaller than μ_a_. Following [14], we consider Z scores lower than -2 disrupted.

### Inference of ancestral allele origin and allelic imbalance

The HS-CC dense genotype data, which included genotypes of the eight parental strains, was used to infer the probability of each ancestral allele for each combination of genomic interval and each individual. We used a dynamic programming algorithm available as part the R package HAPPY [21]. The alleles with highest probability for each sample/interval were arranged in a contingency table and imbalance was evaluated using Fisher’s exact test; the collection of p-values were subsequently adjusted using the FDR procedure [22].

## Results

### Selection of High and Low haloperidol-responsive lines

Procedures for testing and selecting mice have been described previously [1], [4]. Briefly, equal numbers of males and females (∼200 total) from the founder populations (F_2_, HS4 and HS-CC) were phenotyped for haloperidol response using a two-step process that resulted in assigning animals to one of four groups; “1” was the least responsive, and “4” was the most responsive. Breeding pairs were selected from the most extreme response groups. The selection and breeding were continued for two additional generations; in the third generation, parents were bred for three rounds to produce progeny for gene expression. As illustrated in Figures 1 (A–C), all three selections produced significant phenotypic segregation.

**Figure 1:**
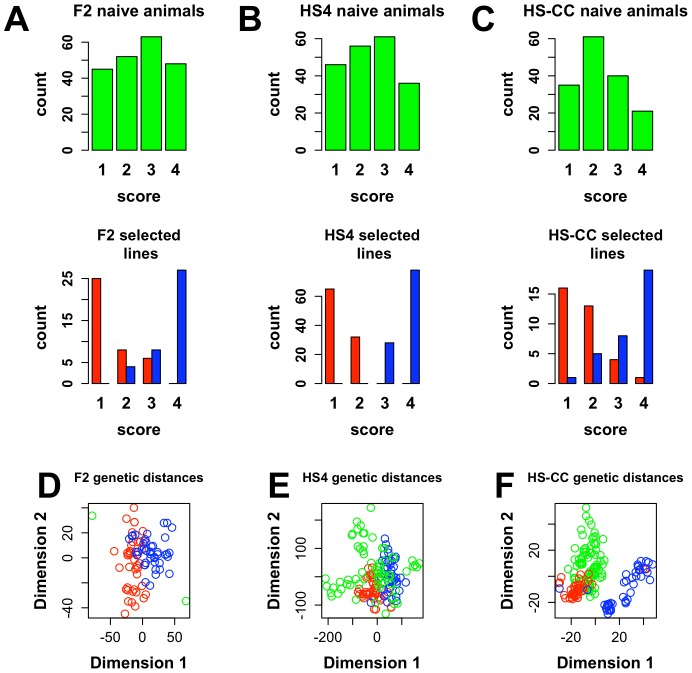
Phenotypic and genetic differences between naïve animals and selected lines. “Green”, naïve animals; blue, High line; red, Low line. A–C: Top, distribution of catalepsy responses in the naïve populations—high scores denote responders. Bottom, distribution of catalepsy responses in the selected lines. The three selected populations display differences in scores, showing successful selection. D–F: Multidimensional scaling of the genetic distances between individuals. The selected populations appear distinct from each other and closer together due to allele loss/fixation.

### Genome-wide differences between selected lines

The F_2_ and HS4 founders and their respective selected lines were genotyped using a SNP panel described elsewhere [15]. A denser genotyping platform was used for the HS-CC (see Methods). Each genome was encoded as a long vector with entries corresponding to allelic content, allowing computation of genome-wide genetic pairwise distances between samples. Genetic analysis used the Analysis of Molecular Variance (AMOVA) approach [17]; see Methods. As illustrated in Figure 1 D–F, pairwise distance variability was higher in the founder animals compared with the selected lines, reflecting allele fixation and loss of genetic variability. Additionally, the individual samples from the selected lines clustered together, indicating that selection results in two genetically distinct populations (AMOVA F-test p<10^-5^).

### Gene-expression differences between selected lines

Differential striatal gene expression for the three pairs of selected lines was calculated using the eBayes modified t-statistic available in Bioconductor (www.bioconductor.org) and further adjusted using the False Discovery Rate (FDR) [23]. 

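Haloperidol blocks D2-like dopamine receptors in the striatum, the input nucleus of the basal ganglia, and the catalepsy that follows is a failure to correct an imposed posture. Striatal RNA was hybridised to Illumina bead arrays, 1 array per animal. There were 41 High (responsive) and 42 Low (non-responsive) animals of the F2 selection, and 48 High and 48 Low animals of each of the HS4 and HS-CC selections, 275 in all, and each array belongs to a separate animal. The table analysed here held values of 25697 probes, of which 23978 had 1 gene symbol and 1719 had none. The authors had processed the arrays with lumi and quantile normalized them; repeating that normalization within each selection moved no value by more than 0.00016. The values lie on a log2-like scale whose exact transformation is not given in the sources used here, so differences of dim probes may be understated. They are written as log2 fold changes, High minus Low, and no level is compared between selections, which were normalized separately.
A probe was taken as expressed where it exceeded the 95th percentile of 1341 olfactory, vomeronasal and taste receptor probes of its own array on at least 25 percent of a selection's arrays. The array's own detection p-values, which the paper filtered on, were not used here. Expressed probes with a coefficient of variation above the median in all 3 selections, 4574 in number, entered the test, which was limma's lmFit and eBayes with Benjamini-Hochberg adjustment over those 4574. The share of probes above that background had a median of 54.7% in F2, 55.2% in HS4 and 54.1% in HS-CC. With 50 simulated transcripts changed by a log2 difference of 0.2, 96% were called in F2, 72% in HS4 and 82% in HS-CC. The simulated noise was independent between transcripts, with a spread (median absolute deviation) that outlying arrays hardly affect. The real test kept those arrays, and standard errors reached 0.15 for a probe of Mgst3 in HS4. These shares may therefore overstate what the test could find, in HS4 above all.
Most arrays resembled the others of their selection closely, with a median mean correlation of 0.986 in F2, 0.962 in HS4 and 0.978 in HS-CC. A few did not. The lowest value was 0.525 in HS4, and in HS-CC a single High array stood at 0.643 with 11.0% of its probes above background. All arrays were kept, because the outlying arrays that the paper removed are not named in its text. The HS4 labels give a sex, and Eif2s3y, a gene on the Y chromosome, split the 96 HS4 arrays into 46 with a high and 50 with a low value across an empty gap of 1.01 on the log2 scale. The labelled sex matched this split on 41 of 96 arrays (one-sided permutation test that as many or more match, p = 0.951). HS4 samples are therefore called arrays labelled HS4 High or HS4 Low, and every HS4 direction rests on labels that the measured sex does not bear out.

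**Figure D1:**
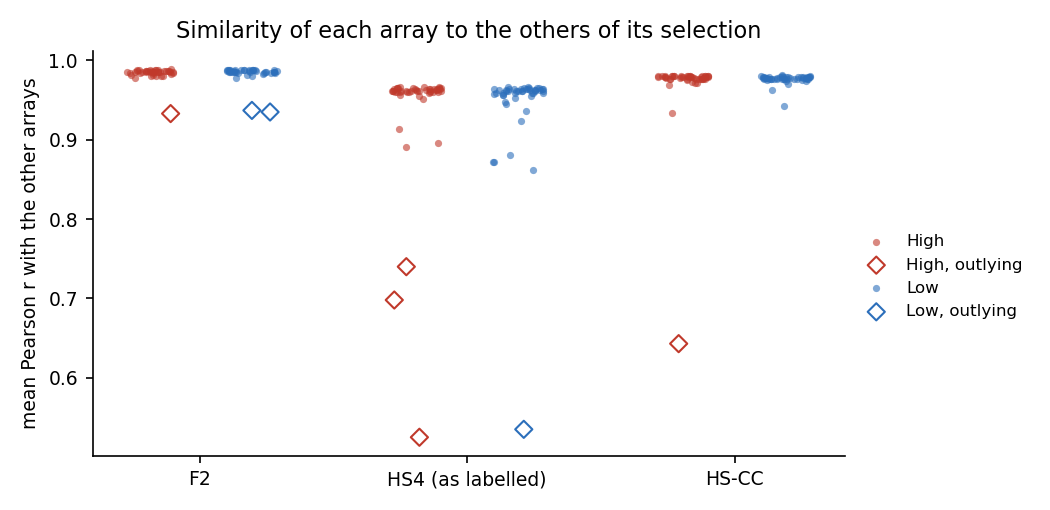
Mean Pearson correlation of each array with the other arrays of its selection (vertical axis), by selection and line; open diamonds are arrays more than 2.5 SD below the mean of their selection. F2 has 3 such arrays, HS4 has 4 and HS-CC has 1, with values down to 0.933, 0.525 and 0.643.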

Among the high variability transcripts used in the analysis, the number of differentially expressed transcripts (FDR<0.1) was significantly higher in the HS-CC compared with the F_2_ and HS4 selections (445 versus 113 and 33, respectively). 

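Of the striatal transcripts with the largest differences between lines, Thumpd1 alone was among those of both F2 and HS-CC. In F2 the largest fall in the High line was in Thumpd1, an adaptor for tRNA acetylation, at a log2 fold change of −1.15 (standard error 0.16, n = 41 High and 42 Low, adjusted p = 9.01e-07). Thumpd1 exceeded its array's background on 22 of 41 High and 40 of 42 Low arrays, so this fall may be understated. A sequence difference under its probe could instead overstate it, which was not tested for this probe. Klc1, a kinesin light chain, followed at −0.55 (standard error 0.11, adjusted p = 0.000765), with 2 further probes at −0.28 and −0.23 that also passed and others at −0.17 and 0.02 that did not. The mitochondrial genes Mrpl48 (−0.38, standard error 0.08) and Tomm22 (−0.37, standard error 0.11) were also lower in F2 High animals. A further Mrpl48 probe passed at −0.37, and another at −0.14 did not. Lower too were the haemoglobin gene Hbb-bt (−0.47, standard error 0.11) and Ppp1r13b, a p53-binding protein (−0.43, standard error 0.06). Ptgds, which makes prostaglandin D, was higher at 0.49 (standard error 0.12, adjusted p = 0.00988), and so was the protease inhibitor Serpina3n at 0.32 (standard error 0.08, adjusted p = 0.00938).
In HS-CC the largest difference was in Csrp1, a LIM-domain protein, at −1.52 (standard error 0.18, n = 48 High and 48 Low, adjusted p = 3.02e-10). Abhd16a, a phosphatidylserine lipase, lay at −0.91 (standard error 0.18), the calcium sensor Vsnl1 at −0.62 (standard error 0.13), Lcmt1, which methylates protein phosphatase 2A, at −0.57 (standard error 0.08) and Ntrk2, the receptor of brain-derived neurotrophic factor, at −0.49 (standard error 0.11). Their adjusted p-values ran from 2.39e-07 to 0.00236, but other probes of Lcmt1 (−0.04 and −0.07) and Ntrk2 (0.02 and −0.06) did not pass. Higher in HS-CC High animals were Glo1, the glyoxalase of methylglyoxal detoxification, at 0.64 (standard error 0.09, adjusted p = 1.56e-07) and Crym, which binds thyroid hormone, at 0.56 (standard error 0.15, adjusted p = 0.0163). Dctn4 (0.94, standard error 0.14) and Smim8 (0.79, standard error 0.09) were also higher, but another Dctn4 probe lay at −0.17 with an adjusted p of 8.79e-05 over all expressed probes, and 2 other Smim8 probes lay at −0.08. Between the arrays labelled HS4 High and HS4 Low, Actg1 (0.37, standard error 0.06), Eef1a1 (0.35, standard error 0.07) and Cbx6 (0.30, standard error 0.06) were the only transcripts that passed, all higher on the arrays labelled High, a direction that depends on those labels.
In all, 95 transcripts passed an adjusted p of 0.1 in F2 (35 higher and 60 lower in the High line), 3 in HS4 (3 higher and none lower by limma; 72 had an unadjusted p under 0.05, 28 of them lower) and 192 in HS-CC (59 higher and 133 lower). Without the outlying High array and with the transcripts chosen anew, HS-CC had 317 calls, 147 higher and 170 lower, and 160 of them were among the 192. Without their own outlying arrays F2 had 181 calls and HS4 as labelled 13.

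**Figure D2:**
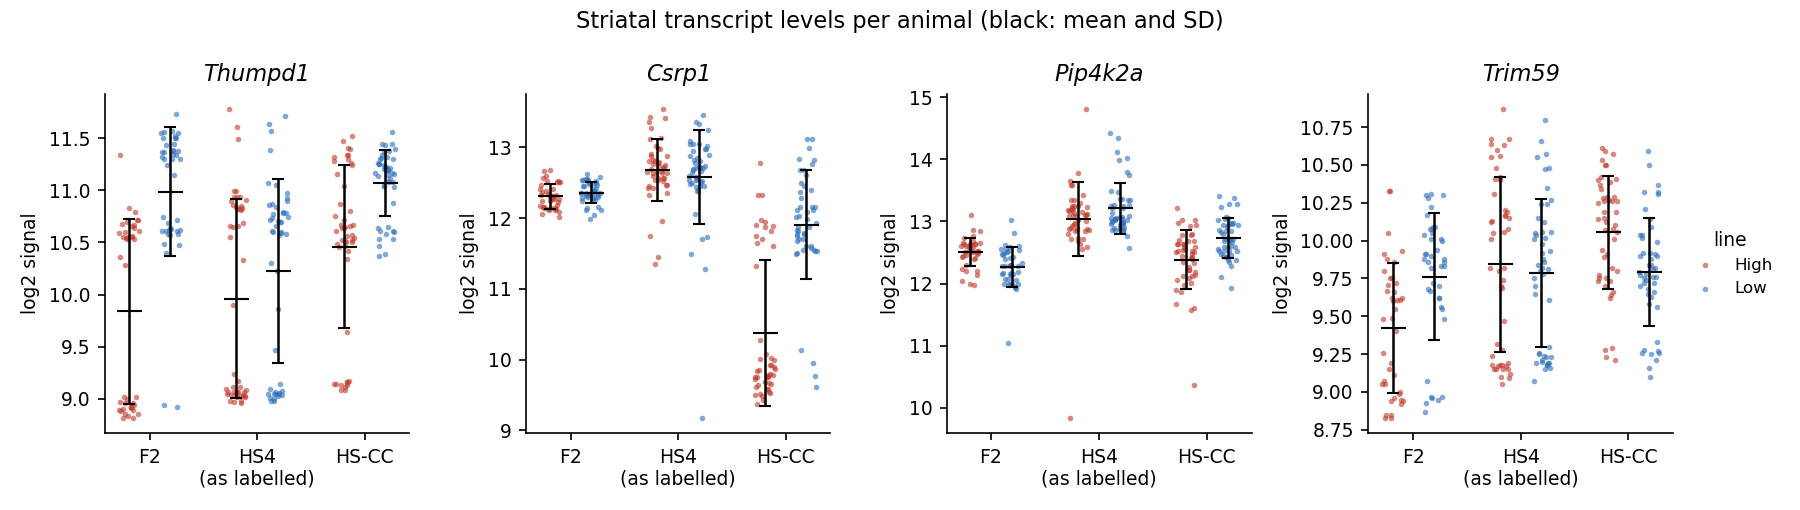
Log2 signal of Thumpd1, Csrp1, Pip4k2a and Trim59 (vertical axes) in each animal by selection and line, with the mean and SD in black. Thumpd1 averaged 9.84 ± 0.88 (SD, n = 41) in F2 High and 10.99 ± 0.62 (SD, n = 42) in F2 Low animals, and Csrp1 averaged 10.38 ± 1.03 in HS-CC High and 11.90 ± 0.77 (SD, n = 48 each) in HS-CC Low animals. Pip4k2a and Trim59 lie apart in opposite directions in F2 and HS-CC.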

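No transcript passed in F2, HS4 and HS-CC together, and where F2 and HS-CC shared a transcript its direction usually turned. Pip4k2a, a phosphoinositide kinase, was higher in F2 High animals (log2 fold change 0.24, standard error 0.06, adjusted p = 0.0145) and lower in HS-CC High animals (−0.35, standard error 0.08, adjusted p = 0.00437). Both probes of Mgst3, a microsomal glutathione transferase, did likewise, at 0.28 and 0.24 in F2 and −0.26 and −0.28 in HS-CC, as did Fam20b (0.23 and −0.18) and Lyplal1 (0.19 and −0.19), though another Lyplal1 probe lay at 0.01 in both. Trim59 and Sfi1 ran the other way, lower in F2 High animals (−0.34 and −0.18) and higher in HS-CC High animals (0.26 and 0.14). Only Thumpd1 was lower in High animals of both, at −0.61 (standard error 0.12, adjusted p = 0.000359) in HS-CC, where it exceeded background on 37 of 48 High and 48 of 48 Low arrays.
These are the 8 transcripts called by limma in both selections, against 3.99 expected for independent lists among the 4574 tested (hypergeometric p = 0.0448). Of these, 1 had the same sign and 7 had opposite signs. Both Mgst3 probes are counted, and F2 calls lay near one another in the genome. The transcripts are therefore not independent, and the p-value may be too small. Neither selection shared a call with HS4, which had 3.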

There were no differentially expressed transcripts common to all three selections. 

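The transcripts that the paper lists for HS-CC separated the HS-CC lines in the deposited values too. Of 383 of its gene symbols that were expressed, 336 (87.7%) had an unadjusted p under 0.05 in HS-CC by limma, with a median p of 0.0018. In F2 the same symbols reached 15.7%, and between the arrays labelled HS4 High and HS4 Low 2.1%. The paper's HS4 list behaved otherwise. Of its 26 expressed symbols, 1 (3.8%) had a p under 0.05 between the arrays labelled HS4 High and Low, 5 (19.2%) in F2 and 11 (42.3%) in HS-CC. The paper's HS4 and HS-CC lists share 5 transcripts. Among all 4574 tested transcripts, 615 had an unadjusted p under 0.05 in HS-CC, 523 in F2 and 72 in HS4 as labelled. The study chose these lists on the same samples, so their recovery is not independent evidence of a difference. The F2 list was held here as 108 rows of the 113 that the paper reports and was not tested.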

The gene transcripts showing a significant differential effect are found in Dataset S1, in File S1.

### Construction, validation and annotation of the coexpression networks

We constructed gene coexpression networks following the WGCNA procedure [13], [18]. 

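Gene coexpression was computed over the same 275 striatal arrays as differential expression, for the 4574 transcripts that were expressed and variable in all 3 selections. The connection strength of a pair of transcripts was the absolute Pearson correlation across the animals of a selection raised to the power 10. The consensus strength was the mean over F2, HS4 and HS-CC. Modules were branches of an average-linkage tree on 1 minus that strength, found with a tree-splitting routine written for this purpose because WGCNA was not at hand, with at least 40 transcripts per module, and modules whose eigengenes correlated above 0.75 were merged. In a test on 2000 simulated transcripts with 6 planted modules and 48 animals per line, all 6 were found with all of their members. For the lines, a High and a Low network were built in each selection with the same modules, and 200 networks from 100 random splits of the animals gave the spread from which Z scores were computed. All 50 simulated transcripts that joined a module in the Low line alone got a Z below −2, while 5.4% of the unplanted ones passed an absolute Z of 2. The planted members were strongly correlated, the noise was independent between transcripts and no simulated array was outlying. These simulations may therefore overstate what the routine and the Z scores could find in the real data. Correlations rest on 41 to 48 animals per line, which limits their precision, and a single outlying array can raise many of them at once.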

We denoted as the network the collection of all transcripts (network nodes) together with the connection strength between them (edge weights). Transcript expression levels were correlated across samples, giving an initial estimate of the network adjacency; subsequently, this value was raised at a power β, resulting in a more robust approximation of the connection strength between transcripts [18]. In the current study, β =  10 was used. For a node, network connectivity is defined as the sum of all its network connection strengths; an approximately exponential distribution of node connectivity defines a scale-free network structure [24]. Intramodular connectivity is related but distinct from network connectivity: for each transcript the summation of connection strengths considers only connections within a module. To facilitate an unbiased comparison of network structure, we constructed a “consensus” network using 6755 gene transcripts with high detection levels in all three datasets (see Methods); the adjacency in this network was the average adjacency across the three selections. 

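Striatal transcripts were more tightly connected in HS4 than in F2 or HS-CC. The mean connectivity of a transcript, the sum of its connection strengths to all others, was 40.31 in HS4, 15.58 in F2 and 4.12 in HS-CC, with medians of 28.28, 3.19 and 1.95. Among the neighbourhoods that carried the consensus, the one around Vapa, a membrane protein that tethers organelles, was tight in F2, with a mean strength of 0.181 against 0.00639 in HS-CC. The one around the protein phosphatase Ppm1a was tight in HS4, at 0.152 against 0.00345 in F2. The set held 4574 transcripts, and the paper's set numbers 6755. With the outlying arrays left out and all else unchanged, mean connectivity was 2.41 in F2, 50.94 in HS4 and 1.18 in HS-CC, where 1 High array was removed. With outlying arrays removed repeatedly until none was left, a choice made after the data were seen, the HS4 mean was 8.40, against 2.20 in F2 and 1.33 in HS-CC.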

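The consensus of F2, HS4 and HS-CC fell into 6 modules. The genes with the highest intramodular connectivity, or hubs, name them best. Module 1 was led by Znrd2, Mfsd5, Uxt and Dpm2. Module 2 was led by Vapa, the forkhead factor Foxj3, Rbm18 and the purine salvage enzyme Hprt. Module 3 had the hubs Ppm1a, the small GTPase Rab12, the protein repair enzyme Pcmt1 and Drg1, and module 4 had the spliceosomal protein Snrpd1, the lipid carrier Scp2, Fam168b and Cspg5. Module 5 was led by genes of forebrain neurons, among them the phosphatase Ppm1e, the cholecystokinin receptor Cckbr, the adhesion receptor Adgra1 and Tbr1, a transcription factor of cortical glutamatergic neurons. Module 6 had Setd4, Abcf1, Gm5820 and Tdpoz2. Before merging there were 9 modules, and 2498 of the 4574 transcripts were left unassigned. Clustering on topological overlap gave 4 modules in place of 6, in which the set around Ppm1e, Cckbr and Tbr1 kept those hubs.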

Clustering the network structure, followed by merging of modules with close eigengenes, revealed 25 modules in the consensus network, identified by arbitrary colors (Figure 2). Transcripts not assigned to any cluster were denoted as “grey”. Using a bootstrapping procedure, it was verified that all modules had an average adjacency significantly higher than what could be detected by chance. 

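The 6 rebuilt modules differed in how tightly their transcripts were connected. The module of Vapa and Hprt had a mean adjacency of 0.0713, against a mean of 0.00436 and a highest value of 0.00577 among random sets of its size. The module of Setd4 and Abcf1 had 0.0596, that of Ppm1a and Rab12 0.0530, that of Snrpd1 and Scp2 0.0340 and that of Znrd2 and Mfsd5 0.0176. The loosest was the neuronal module of Ppm1e, Cckbr and Tbr1, at 0.00858 against a highest random value of 0.00582. Transcripts had been grouped by these same strengths, so values above those of random sets follow from how the modules were made and do not test them.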

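The largest rebuilt module, that of Znrd2, Mfsd5 and Uxt, held 531 transcripts. The modules of Vapa, Ppm1a and Snrpd1 held 369, 367 and 351, the neuronal module of Ppm1e and Tbr1 held 348, and the smallest, that of Setd4 and Abcf1, held 110. With a minimum size of 30 the smallest module had 35 transcripts, Hprt and Tsn among its hubs.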

The module sizes varied between 40 and 471 transcripts. Gene Ontology (GO) annotation of the consensus modules revealed association with distinct biological processes (Dataset S2, in File S1). Two of the modules (“Grey60” and “Pink”) were both enriched in gene transcripts associated with locomotor behavior. To further explore the biological significance of the coexpression modules, we cross-referenced the module membership with known markers of distinct cell types in the murine brain [25]. Four modules (“Darkred”, “Midnightblue”, “Pink” and “Turquoise”) were enriched with transcripts associated with neuronal cell types, one module (“Black”) with oligodendrocytes markers and two modules (“Purple” and “Tan”) with astrocyte markers (Bonferroni corrected p<0.05). 

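Of 23 gene lists with members in the network, written down before the data were examined, markers of cortical glutamatergic neurons were enriched in a rebuilt module. Fezf2, Neurod2, Slc17a7, which encodes the vesicular glutamate transporter, and Tbr1 account for 4 of the 5 such probes in the network, and all lie in the module of Ppm1e and Cckbr (Fisher's exact test, Bonferroni p = 0.0254 over 138 tests). The same module held 6 of 17 probes of medium spiny neurons, the principal neurons of the striatum, among them Rgs9, Pde10a, Scn4b and Syndig1l (Bonferroni p = 0.194). It also held 4 of 7 probes of cyclic nucleotide phosphodiesterases, from Pde10a and Pde1a (Bonferroni p = 0.156). No module was enriched in astrocyte markers, of which 8 probes were in the network, or in oligodendrocyte markers, of which 4 of 15 lay in the module of Znrd2 (Bonferroni p = 1). On topological overlap the module of Ppm1e and Tbr1 held 9 of 17 medium spiny neuron probes, Bcl11b, Foxp1 and Ptpn5 included (Bonferroni p = 0.000127 over 92 tests).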

Modules were also examined for overrepresentation of transcription factor binding sites (TFBS); the probability of enrichment was assessed using Fisher’s exact test followed by an FDR adjustment. At FDR<0.1, we identified 8 modules enriched with specific TFBS (Dataset S3, in File S1). Because pairs of TFBS often contribute to gene expression in cooperative fashion [26], [27], [28], [29], we also searched for modules with overrepresented TFBS pairs. Eleven such modules were found (Dataset S4, in File S1). Because of the degeneracy of TFBS, there are multiple transcription factors (TFs) that can compete for TFBS; however, even taking this fairly broad view of TFs, we were unable to align differential TF expression or differential TF connectivity (see below) with selection-induced changes in network structure.

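None of the transcription factors whose binding sites are listed in Dataset S3 differed between lines by limma. The list, taken from the paper, gave 41 expressed probes in F2, 38 in HS4 and 36 in HS-CC, of which 0 passed an adjusted p of 0.1 (1, 0 and 2 had an unadjusted p under 0.05, all lower in the High line), and 0 passed when adjusted over the list alone. As a set they did not move, with median log2 fold changes of −0.004 in F2, −0.006 in HS4 and −0.004 in HS-CC (camera with an estimated correlation, adjusted p = 0.713, 0.962 and 0.993). Of 5 probes of 4 of these factors in the network, none had an absolute connectivity Z over 2. The largest were Zbtb33, a methyl-CpG-binding repressor, at −0.81 in F2 and 1.05 in HS-CC, and the repressor Zbtb18 at 1.00 between the arrays labelled HS4 High and Low.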

**Figure 2:**
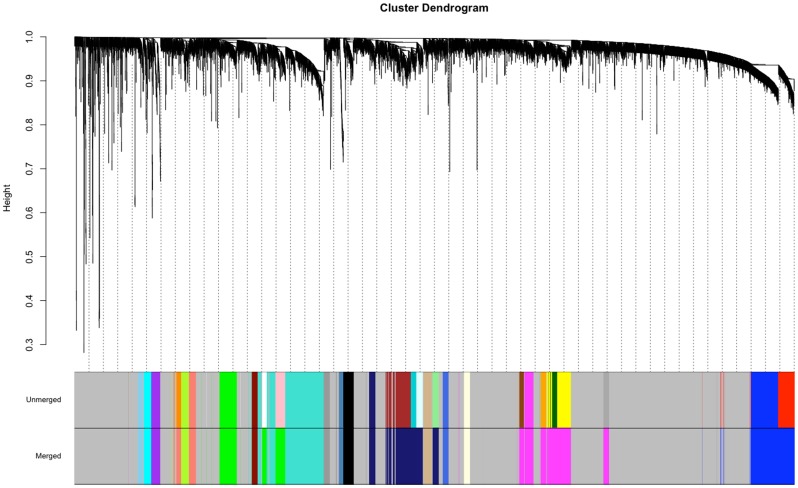
Hierarchical clustering of gene modules and module color assignments. Top: clustering tree. Bottom: initial unmerged colors and subsequent merged (final) module color assignments.

### Coexpression differences associated with selection

We evaluated whether selection induced significant change or disruption in coexpression structure, using the consensus modules as a common baseline. 

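In HS-CC the High network was much denser than the Low network, with a mean transcript connectivity of 23.38 in High and 3.17 in Low animals. The excess came from the outlying High array, without which the High value was 2.00. F2 ran the other way, at 12.80 in High and 27.95 in Low animals, and it turned to 5.26 and 3.07 without its 3 outlying arrays. The networks of the arrays labelled HS4 High and Low had means of 62.00 and 64.21, and 44.06 and 75.77 without 4 outlying arrays. Single transcripts moved further than these means. Rab9, a small GTPase of traffic from endosomes to the Golgi, had a connectivity of 7.15 in HS-CC High and 0.007 in HS-CC Low animals. Oxt, the oxytocin gene, had 0.022 in F2 High and 5.645 in F2 Low animals, and Ntng1, which encodes netrin-G1, had 0.080 and 3.46.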

For each selection, two separate networks were constructed, using the Low and High samples respectively; examination of the intramodular connectivity values revealed that many transcripts changed connectivity. To evaluate the statistical significance of the observed differences, a set of networks (N = 200) was constructed using a mixture of High and Low samples; differences in connectivity values were used to construct an empirical distribution of connectivity changes that can occur by chance. Differences between the High and Low networks were normalized against the empirical distribution. Using this procedure, each transcript connectivity change between High and Low networks was assigned a Z score; scores Z>2 were considered significant. We found a relatively large number of transcripts significantly changed network connectivity: 458 (7.0%), 499 (7.6%) and 1537 (23.4%) in F_2_, HS4 and HS-CC populations, respectively. However, as for differential expression, none of the differentially connected transcripts were in common across the three selections.

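By Z, the largest change in connectivity was that of Rab9 in HS-CC. It had 22.35 and was more connected in High animals, and it stayed so without the outlying array (28.15). Also in HS-CC, Impa1, the inositol monophosphatase that lithium inhibits, had 16.81, and Slc7a4, of the cationic amino acid transporter family, had 10.89. Gde1, a glycerophosphodiester phosphodiesterase, was less connected in High animals at −8.96, as was Tmem14c at −9.56. Churc1 (14.15) lost its call without the outlying array, at 1.75. In F2, Kbtbd2 (5.37) and the transcription factor Mef2c (3.39) were more connected in High animals, and Ntng1 (−4.33) and Oxt (−4.31) less. Cdhr1 (−5.46) and Ppp1r13b (−4.49) lost their calls without the 3 outlying F2 arrays, at 0.23 and −0.29. Between the arrays labelled HS4 High and Low the largest was Insyn2b at −4.75, which fell to −1.04 without outlying arrays.
An absolute Z over 2 was reached by 155 transcripts in F2 (3.4%; 104 more connected in High and 51 in Low animals), 32 in HS4 (0.7%; 16 and 16 as labelled) and 338 in HS-CC (7.4%; 165 and 173). Random splits of the same animals gave a median of 137, 109.5 and 94 transcripts, and 44, 92 and 1 of 101 splits, the real one included, gave as many. Without outlying arrays the counts were 359, 181 and 459.

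**Figure D3:**
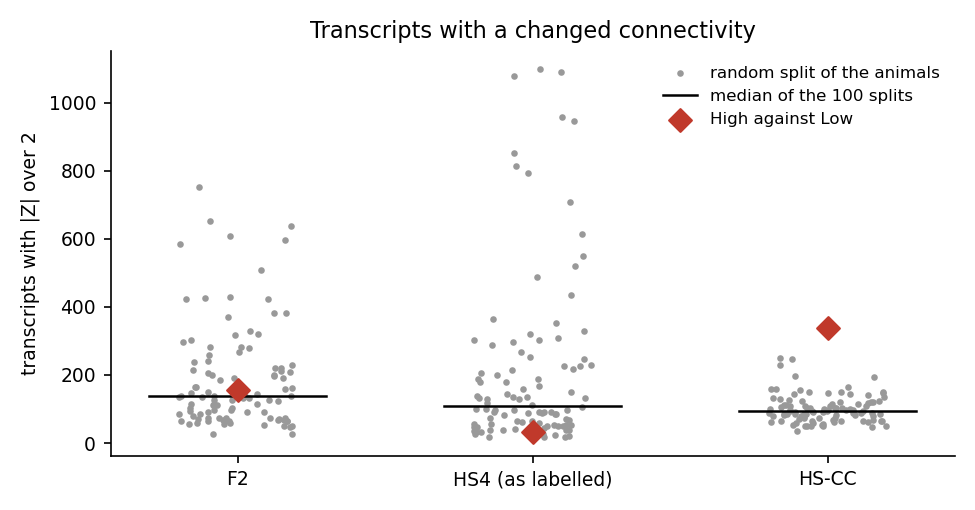
Number of transcripts with an absolute connectivity Z over 2 (vertical axis) for High against Low animals (red diamonds) and for 100 random splits of the same animals (grey points, median as a line), by selection. The real count is 155 in F2, 32 in HS4 as labelled and 338 in HS-CC, where the highest random split had 250.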

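Rab9, Impa1 and Slc7a4, 3 of the transcripts most altered in HS-CC, were not among those altered in F2 or HS4. No transcript passed an absolute connectivity Z of 2 in all 3 selections, and independent lists of these sizes would share 0.08. Vamp3, a vesicle fusion protein, was altered in F2 (4.32, more connected in High animals) and between the arrays labelled HS4 High and Low (−3.43), but its HS4 value was 0.85 without outlying arrays and its direction rests on the HS4 labels.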

We also evaluated the collective, cumulative change in connectivity of all transcripts within a module. As detailed in Methods, we used an adapted version of the module preservation procedure that is part of the WGCNA pipeline [14]. For each module, intramodular connectivity and other network statistics values (see Supplementary Methods, in File S2) were arranged in a vector. Module-wide connectivity differences were evaluated by examining the correlation values between the vectors corresponding to the High and Low networks. 

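By the correlation of intramodular connectivity over all arrays, no rebuilt module was set apart between High and Low animals from random groups of the same animals. The neuronal module of Ppm1e, Cckbr and Tbr1 had intramodular connectivities that correlated at 0.802 between the F2 High and Low networks, against a mean of 0.797 (SD 0.054) over 100 random splits, and at 0.431 in HS-CC, against 0.439 (SD 0.055). Without the outlying HS-CC High array the latter was 0.610 against 0.725 (SD 0.067), with 8 of 101 splits as low. The lowest Z of this correlation was −0.58 in F2 and −1.11 in HS-CC, both for the module of Setd4 and Abcf1. Between the arrays labelled HS4 High and Low it was −1.08, for the module of Snrpd1 and Scp2. Of the 6 modules, 0 had a Z below −2 in F2, 0 in HS4 and 0 in HS-CC, by the network statistic that the paper calls cor.kIM. Random splits reached up to 2, 4 and 2 such modules. In F2 the splits spread widely for the modules of Znrd2 (SD 0.326), Vapa (SD 0.371) and Snrpd1 (SD 0.315). A Z below −2 there would have needed a negative correlation, so the test could hardly show a change in them. Little room was also left for the module of Snrpd1 in HS4 as labelled (mean of the splits 0.35, SD 0.184). In HS-CC the same held for the modules of Znrd2 (0.13, SD 0.058) and Ppm1a (0.238, SD 0.125). Other settings set single modules apart. With line means subtracted, the module of Setd4 and Abcf1 in HS-CC had a Z of −1.60, with 4 of 101 splits as low. With outlying arrays removed repeatedly until none was left, a choice made after the data were seen, a module led by Rgs9 had −2.72 in F2 (2 of 101 splits as low) and a module led by Stx1a, Cckbr and Tbr1 −2.05 in HS-CC (5 of 101). As many modules below −2 were found in 19 of 101 splits in F2 and 13 of 101 in HS-CC.

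**Figure D4:**
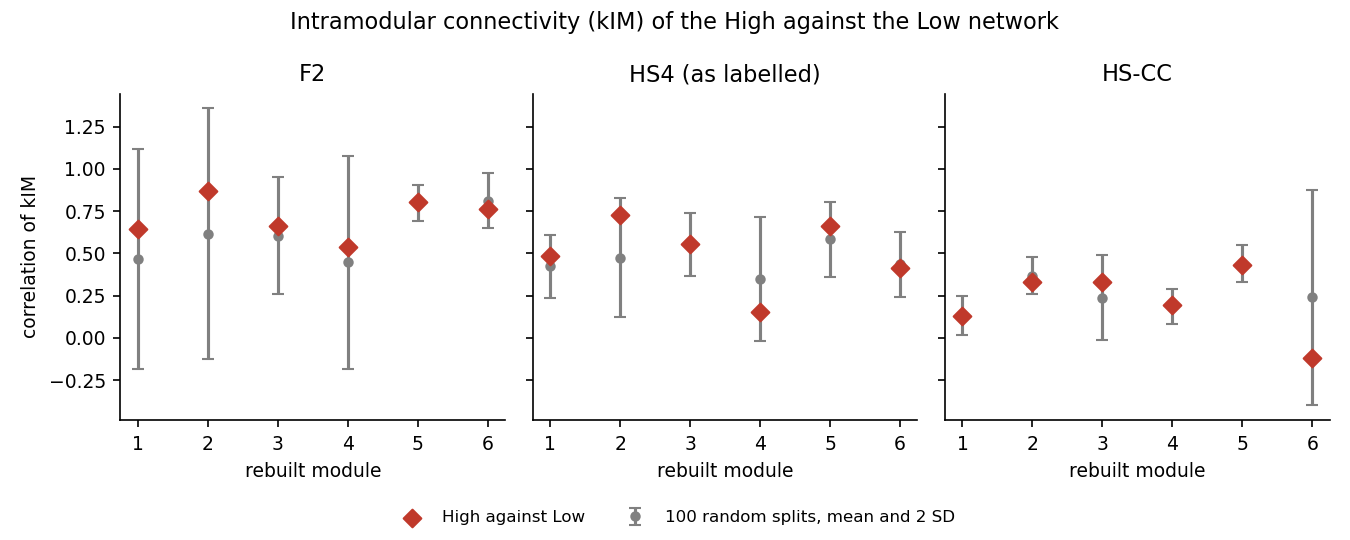
Correlation of intramodular connectivity (kIM) between the High and Low networks (vertical axes, red diamonds) for each rebuilt module (horizontal axes) and selection, with the mean and 2 SD of 100 random splits in grey; bars above 1 come from adding SDs to a mean. The module of Ppm1e and Tbr1 is number 5, with 0.802 in F2, 0.661 in HS4 as labelled and 0.431 in HS-CC.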

Our analysis revealed that, for each selection, several modules significantly (Z<-2) changed intramodular connectivity structure: 4 modules in F_2_, 12 in HS4 and 21 in HS-CC; a complete listing of changes in network statistics is available in Dataset S5, in File S1. As in differential expression and transcript-level differential connectivity, the changes in HS-CC were more pronounced. Importantly, three modules changed significantly in all three selections: “Green”, “Grey60” and “Pink” modules; the Z scores for these modules are listed in Table 1.

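Named genes of the Pink module could be traced to a rebuilt module, that of Ppm1e, Cckbr and Tbr1. It holds 348 transcripts and is enriched in markers of cortical glutamatergic neurons. Its values therefore describe a wider set than the Pink genes. Of 23 network probes of genes that the paper names as Pink, such as Rgs9, Pde10a, Chat, Kcnab1 and Syndig1l, 13 lay in the module of Ppm1e, Cckbr and Tbr1 (Fisher's exact test, Bonferroni p = 1.34e-08). In that module the Z of the intramodular connectivity correlation was 0.10 in F2, 0.69 between the arrays labelled HS4 High and Low, and −0.14 in HS-CC. Without outlying arrays, 1 of them in HS-CC, it was −0.77, −1.03 and −1.71, so the sign turned in F2 and HS4 as labelled and no value passed −2. No rebuilt module matched Green, of which 9 named probes were in the network and at most 3 lay together, or Grey60, with 8 and at most 2, so neither is described. With outlying arrays removed repeatedly until none was left, a choice made after the data were seen, 17 of the 23 Pink probes fell in a module of 88 transcripts led by Rgs9, Actn2 and Smpd3. Its Z was −2.72 in F2, from a correlation of 0.555 against 0.709 (SD 0.057) in random splits, and −0.11 in HS4 as labelled and −0.14 in HS-CC.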

**Table 1:** List of disruption Z scores.

Module/Cross	cor.kIM	cor.kME	cor.kMEall	cor.ADJ	cor.clusterCoeff	cor.MAR
Green/F2	−2.15	−1.71	−1.42	−2.43	−1.09	−1.15
Grey60/F2	−2.51	−3.08	−0.85	−4.28	−1.53	−1.43
Pink/F2	−2.09	−1.75	−2.35	−1.98	−1.6	−1.32
Green/HS4	−2.19	−1.87	−0.58	−2.6	−2.26	−3.15
Grey60/HS4	−2.09	−1.53	−0.88	−1.98	−1.15	−1.58
Pink/HS4	−2.73	−1.62	−0.59	−1.89	−0.2	−1.23
Green/HS-CC	−2.98	−1.32	−1.16	−6.83	−0.92	−1.25
Grey60/HS-CC	−2.47	−1.36	−1.08	−6.23	−1.18	−0.61
Pink/HS-CC	−3.95	−4.07	−3.05	−5.08	−2.61	−2.87^1^

1 Three modules (Green, Grey60 and Pink) displayed significant disruption (cor.kIM absolute value z scores above 2) in all three datasets.

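Other network statistics of the module that holds Rgs9, Pde10a, Chat and Tbr1 passed −2 in part. In HS-CC the correlation of module membership (cor.kME) had a Z of −1.52, that of the adjacencies (cor.ADJ) −0.89 and that of the maximum adjacency ratio (cor.MAR) −2.39, the only one of its values below −2. Without the outlying High array cor.MAR was −1.29 and cor.kME −2.02, so which of them passed depends on that array. In F2 the module's 6 statistics ran from −0.40 to 1.07. Elsewhere in HS-CC, the module of Snrpd1, Scp2 and Cspg5 had −2.23 for cor.kME, −2.08 for the clustering coefficient and −2.51 for cor.MAR, and the module of Vapa and Foxj3 had −2.40 for cor.MAR. Without that array none of these passed, at 0.56, 0.77, −0.93 and −1.85, while the module of Znrd2 and Mfsd5 had −2.62 for cor.ADJ and −2.29 for cor.MAR. In F2 and HS4 no module had a value below −2 for any of the 6 statistics with all arrays. With outlying arrays removed repeatedly, the F2 module led by Rgs9 that held 17 of the 23 Pink probes had −2.27 for cor.kME, −3.46 for the clustering coefficient and −2.01 for cor.MAR. In HS-CC that module had −1.22, −1.79 and 0.06.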

### Integration of genotype and coexpression in the HS-CC data

The dense genotyping of the HS-CC samples facilitated the integration of genetic and coexpression data. We identified genomic regions with significant allele distribution differences between the High and Low selected lines. By combining the genotype data from the founder inbred lines, it was possible to infer, for each animal, the most probable ancestral alleles for each genomic interval [21]. The allele distribution was then arranged in a contingency table with rows corresponding to the two selections and columns corresponding to the ancient strain allele origin. A p-value of significant differences was computed using Fisher’s exact test; the p-values were then adjusted using the FDR procedure [22]. This procedure revealed the genomic intervals with ancestry segregating during selection (FDR<0.1); 2047 out of the 6755 network transcripts were located within these intervals. The transcripts of highest interest 1) fell within the three modules of interest, 2) displayed significant module connectivity changes and 3) were located within segregating genomic intervals. The identity of these genes is presented in Table 2. We consider that these transcripts offer the best evidence of direct, functional links between selection and phenotype and the molecular level. A number of these genes have previous association with similar phenotypes. In the “Grey60” module, *Myo5a,* falls within the range of a previously detected QTL for haloperidol induced catalepsy [30]. Also in the “Grey60” module, *Rps6ka5* has been previously associated with dopamine processing within striatal neurons [31]. In the “Green” module, *Spock1* has been previously associated with genetic effects on tyrosine hydroxylase levels within dopaminergic neurons [32]. One of the “Pink” module gene transcripts with significant allelic and connectivity changes, *Bcl11b*, has been previously shown to strongly influence striatal gene expression [33] and transcriptional dysregulation in Huntington’s disease [34]. We selected *Bcl11b* to illustrate connectivity and allelic differences in Figure 3.

**Figure 3:**
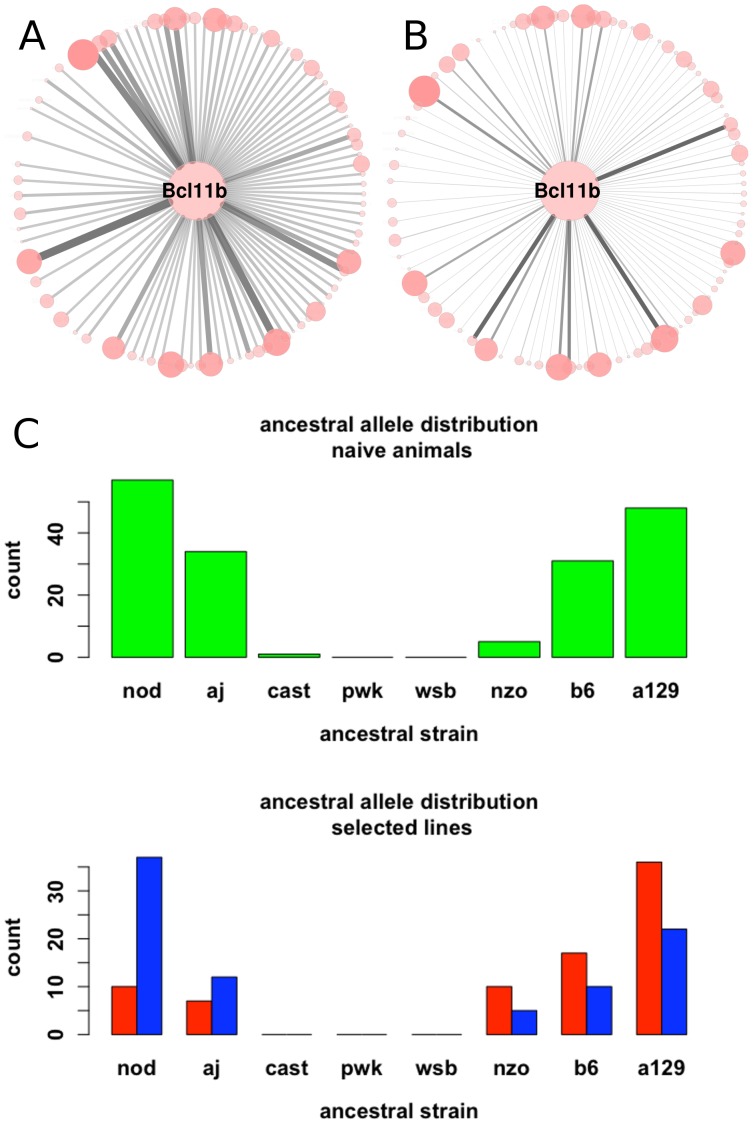
*Bcl11b* connectivity and allelic differences between High and Low selected lines – HS-CC founders. A: *Bcl11b* connectivity patterns in the High network. For visual clarity, only edges involving *Bcl11b* are represented. Edge thickness and opacity are proportional with the edge weight (adjacency). Node size (except *Bcl11b*) is proportional with modular connectivity. B: Low network *Bcl11b* connectivity pattern. C: Allele distribution for *Bcl11b* in the naïve HS-CC animals (“Green”, top) and in the High and Low selected lines (red and blue, bottom). NOD and A/J alleles are more prevalent in the High group (blue) while NZO, B6 and A129 are more prevalent in the Low group (red). Strains: C57BL/6J (B6); A/J (A); 129S1/SvImJ (129); NOD/LtJ (NOD); NZO/HILtJ (NZO). CAST/EiJ (CAST). PWK/PhJ (PWK), WSB/EiJ (WSB).

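Bcl11b (Ctip2), the zinc-finger factor that specifies medium spiny neurons, was less connected in HS-CC High than in HS-CC Low animals. The sum of its connection strengths to the 348 transcripts of the module closest to Pink was 0.04 in High and 2.34 in Low animals, a Z of −2.06. Bcl11b is not itself a member of the rebuilt module. Among the module's transcripts these sums would place it at rank 331 in the High and rank 87 in the Low network. Its total network connectivity went the same way, at 0.31 and 4.06 (Z −1.47, short of 2). Its level did not differ between these lines, at 12.68 ± 0.38 in High and 12.66 ± 0.48 (SD, n = 48 each) in Low animals (log2 fold change 0.02, standard error 0.09, adjusted p = 0.955 by limma). In F2 High animals its level was lower, by a log2 fold change of −0.28 (standard error 0.06, adjusted p = 0.00316), with module connectivity of 5.24 and 3.85. Without the outlying High array the HS-CC connectivity was 0.09 and 2.34 and Z was −1.46, so the call rests on that array while the direction does not.

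**Figure D5:**
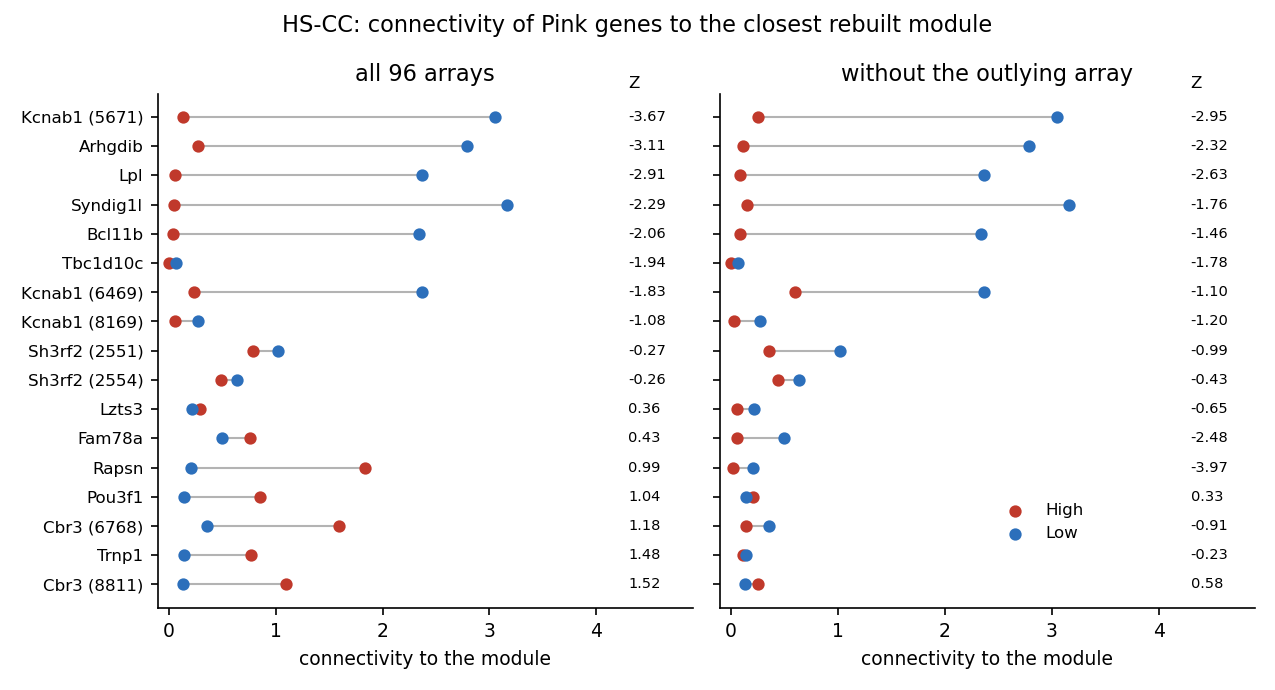
Connectivity (summed adjacency, horizontal axes) of probes of Pink genes of Table 2 and Dataset S6 to the rebuilt module closest to Pink in HS-CC High (red) and Low (blue) animals, with all 96 arrays (left) and without the outlying High array (right); Z scores stand beside each line, and digits after a gene are the last of its probe identifier. Bcl11b lies at 0.04 and 2.34 on the left and at 0.09 and 2.34 on the right.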

**Table 2:** Genes with connectivity and allele origin differences.

Symbol/Module	High Network Module Connectivity Rank	Low Network Module Connectivity Rank	zScore Connectivity Change	Raw p value allele differences	FDR value allele differences
Arf3/Grey60	52	31	-2.7	8.95E-05	0.0004
Myo5a/Grey60	33	47	2.3	5.80E-17	1.08E-14
Rps6ka5/Grey60	10	36	4.9	0.0001	0.0007
Cyp2a5/Green	115	165	2.2	0.002	0.008
Hist1h4f/Green	15	127	2.6	0.0009	0.003
Nckap1l/Green	52	29	-2.002	2.60E-07	3.05E-06
Pex26/Green	119	103	-2.02	1.65E-05	0.0001
Rab40c/Green	73	16	-2.2	0.0003	0.001
Spock1/Green	116	36	-4.1	0.001	0.003
2300002D11Rik/Pink	38	71	2.4	4.74E-05	0.0002
A130092J06Rik/Pink	75	36	-2.001	0.003	0.009
Bcl11b/Pink	24	6	-2.2	6.66E-05	0.0003
Kcnab1/Pink	37	11	-2.9	3.94E-06	3.04E-05
Pde1b/Pink	2	2	-2.04	2.60E-07	3.05E-06
Pou3f1/Pink	30	83	2.6	8.63E-05	0.0004
Prosapip1/Pink	43	10	-2.5	1.27E-10	4.67E-09
Tbc1d10c/Pink	90	66	-2.02	0.002	0.008
Tmem90a/Pink	77	29	-2.4	3.79E-08	5.87E-07^2^

2 For the three modules affected by selection, a number of genes change connectivity significantly, as indicated by change in connectivity rank and z Score. 

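Kcnab1 and Syndig1l, Pink genes of Table 2, were less connected in HS-CC High animals. A probe of Kcnab1, a potassium channel beta subunit, had a connectivity of 0.13 to the module in High and 3.05 in Low animals (ranks 309 and 62 of 348), with a Z of −3.67 that was −2.95 without the outlying High array. A second Kcnab1 probe in the module had a Z of −1.83 and the third, outside it, −1.08. Syndig1l, an AMPA receptor-associated synaptic protein, had 0.05 and 3.16 (ranks 326 and 59; Z −2.29), and −1.76 without that array. Tbc1d10c, a GTPase-activating protein, had a Z of −1.94. Trnp1 (1.48), the POU factor Pou3f1 (1.04), Fam78a (0.43) and Lzts3, a postsynaptic scaffold protein (0.36), did not pass. Without that array they had −0.23, 0.33, −2.48 and −0.65. Tbc1d10c, Pou3f1, Fam78a and Lzts3 are not members of the rebuilt module, so their values are connectivities to it from outside.
Genes that Table 2 gives for the other modules were read through their total network connectivity in HS-CC, since no module matched theirs. The motor protein Myo5a had a Z of 0.44, the kinase Rps6ka5 0.52, Nckap1l, of the WAVE actin complex, 1.25, Rab40c 0.90 and the proteoglycan Spock1 −0.51. Without the outlying High array Spock1 passed at −2.42, Rps6ka5 turned to −1.12 and Rab40c to −1.39, and Nckap1l had 0.09. With outlying arrays removed repeatedly, Myo5a passed at 2.59, Nckap1l had −1.98, Spock1 −1.66, Rab40c −1.53 and Rps6ka5 −0.04. Their levels did not pass between HS-CC lines, the closest being Myo5a at a log2 fold change of 0.17 (standard error 0.06, adjusted p = 0.145 by limma) and Spock1 at −0.17 (standard error 0.08, adjusted p = 0.269). Arf3, Cyp2a5, H4c6 (Hist1h4f) and Pex26 were expressed but not among the variable transcripts, and neither was the Pink gene Pde1b.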

The same genes fall within genomic regions that segregate between High and Low populations.

## Discussion

Haloperidol-induced catalepsy is an ideal phenotype for integrative analysis of gene networks, genetic diversity and behavior. The mechanism of drug action is well established (blockade of D_2_-like dopamine receptors), the striatum is the major target for the extra-pyramidal response and the phenotype is highly heritable [2], [3]. Differences in response among inbred mouse strains are not due to differences in D_2_ receptor density, the relative amounts of the long and short receptor isoforms or haloperidol pharmacokinetics [3], [35], [36], [37]. The genetic differences are not haloperidol specific; for example, the D_2_–D_3_ receptor antagonist, raclopride, shows the same inbred strain distribution pattern [2]; all of the selected lines differed significantly in their response to raclopride (data not shown). However, the genetic differences are not paralleled by differences in response to D_1_ receptor antagonists, e.g., SKF 23390 [37].

From a translational perspective, comparison of mouse populations with different genetic backgrounds is an essential first step. Before any genetic or molecular mechanisms can generalize to humans, they must be shown to be similar in genetically distinct subpopulations of the same species. Broadly speaking, a systems-biology approach was used to detect mechanisms that transcend a specific genetic background. Key to this approach was the inclusion of a selection from the genetically diverse HS-CC founders. As noted by [5] and confirmed by genome-wide next-generation sequencing [38], F_2_ intercrosses and four-way and eight-way HS populations formed from standard mouse laboratory strains will capture only a fraction of *Mus musculus* genetic diversity; F_2_ and standard HS populations are actually more similar than different. In contrast, the eight strains used to form the HS-CC, which includes three wild-derived strains, capture approximately 90% of the available allelic diversity. However, despite the marked difference in diversity, the basal HS-CC striatal coexpression network is similar albeit not identical to that found in F_2_ and HS4 animals [13].

The WGCNA is one of several graph/network approaches for analyzing gene coexpression structure. We recognize that other approaches and indeed subtle variations in the implementation of the WGCNA can yield different results [4], [39]. The WGCNA aligns strongly with two principles. The first is that coexpressed genes are likely to share biological functions; importantly, this principle allows putative annotation of genes and noncoding RNAs with no known function. In our case, we used an unsigned network [6], [18], which implies that both positively and negatively correlated genes are coexpressed and often assigned to the same module. The second principle is that the network structure is scale-free and follows a power law distribution; this implies that the network is best described by a few highly connected hub genes, with most of the nodes sparsely connected [6]. WGCNA was used to show that it was at the level of network structure and not differential expression that one could discriminate the nonhuman primate and human brain transcriptome and the regional brain differences in the human transcriptome [40], [41]. Importantly from a translational prospective, recent work has demonstrated that eQTL in combination with coexpression network analysis can identify novel candidate genes related to schizophrenia [42], [43]. The WGCNA has been used to dissect the transcriptome into modules associated with specific cell types (neurons, oligodendrocytes, astrocytes and microglia), specific organelles and synaptic functions [41]; our data replicated this observation. Recent work [44] has also illustrated that the WGCNA is sufficiently sensitive to detect behaviorally relevant differences in network structure even among an inbred strain.

Data previously reported [4] were the first to show that selection for a behavioral phenotype had marked effects on WGCNA generated network structure. In this example, the HS4 was specifically created to assess selection for haloperidol response; of the founder strains, two (D2 and C) are haloperidol responsive and two (B6 and LP) are non-responsive [37]. For the gene coexpression analysis of the HS4 selected lines, the construction of the consensus network from the responsive and non-responsive lines was key; the data illustrated that the module showing the most significant effects of selection was one enriched in genes associated with intracellular signaling and locomotor behavior (similar to the “Pink” module of the current study). The consensus network used in the current study was somewhat different from that reported [4], in that a larger number of transcripts were included in the analysis and data were collapsed across three different selections. An important observation [4] was that selection had only modest effects on differential gene expression. This point was extended in the current study and further it was found that there was no overlap in differentially expressed genes among the three selections. These data align with previous observations that haloperidol-response quantitative trait loci (QTL) are genotype dependent [1], [3], [30], [45], [46]. 

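Across all 4574 transcripts the High minus Low differences of one selection did not predict those of another. Csrp1, the largest in HS-CC, averaged 12.31 ± 0.17 (SD, n = 41) in F2 High and 12.36 ± 0.15 (SD, n = 42) in F2 Low animals, and Klc1 and Ppp1r13b, among the largest in F2, were not called in HS-CC. The log2 fold changes correlated across transcripts at r = 0.005 between F2 and HS-CC (Spearman rho −0.023; −0.216 to 0.226 over 100 random splits), −0.069 between F2 and HS4 as labelled (rho −0.087; −0.219 to 0.257) and 0.137 between HS4 as labelled and HS-CC (rho 0.183; −0.266 to 0.288). Transcripts are not independent replicates, and each r lies within the range of the random splits. Fitted as a difference of effects by limma, 65 transcripts responded differently in HS-CC than in F2, Csrp1, Pip4k2a and Trim59 among them. From the lack of overlap, the paper states that its data align with earlier reports of haloperidol-response loci that depend on genotype.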

The consensus network approach revealed that selection for haloperidol response, regardless of genetic background, disrupted similar aspects of network structure; the key disruptive features were changes in intramodular connectivity. Three modules (“Grey60”, “Pink” and “Green”) were consistently affected. But this commonality was only detectable at the module level; connectivity changes among individual transcripts were founder population unique. Thus, within the striatal transcriptome the common selection element is the gene module and not individual gene connectivity. It is of interest to note that the specificity of the analysis was largely generated by the F_2_ data; the more complex crosses recruited additional modules such that in the HS-CC sample, nearly all of the modules within the striatal gene network were affected.

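With all arrays, pairs of selections shared about as many rewired transcripts as chance gives. F2 and HS-CC had 14 in common, against 11.5 expected for independent lists of their sizes. HS4 as labelled shared 1 with F2 (1.1 expected) and 3 with HS-CC (2.4 expected). Rab9 and Gde1, which stood out in HS-CC, and Kbtbd2 and Ntng1, which stood out in F2, were among the 10 largest of a single selection each. Vamp3 alone was among the 10 largest of F2 and of HS4 as labelled. With Spearman correlation 1 transcript passed in all 3 selections (1.23 expected), and F2 and HS-CC shared 39 (32.1 expected). Without outlying arrays F2 and HS-CC shared 24, fewer than the 36.0 expected. With repeated removal HS4 as labelled and HS-CC shared 12 (26.2 expected), and F2 and HS-CC 33 (30.6 expected). From the contrast between transcripts and the modules of Table 1, the paper concludes that the common element of selection in the striatal transcriptome is the gene module and not the connectivity of individual genes.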

The question arises as to whether or not the apparent relationship between genetic diversity and the extent of module involvement is a general rule: does selection recruit a more complex biology in the more complex crosses? The data presented here cannot address this issue; replicate selections from the HS4 and HS-CC populations would be needed to eliminate the effects due to random allele fixation.

The module-centric/genotype-dependent view of selection, heritability and behavior could be generalized to other phenotypes and other populations under certain conditions. While publically available and behaviorally relevant datasets are generally too small to accurately construct gene networks, a meta-analysis approach [44] could address this issue provided the behavior is measured under similar conditions. It has been argued [47] that it is gene-environmental interactions that are key to understanding the natural variation in behavior, which is the basis of selective breeding. Our data provide an example of holding the environment “constant”, varying genetic background and observing selection-induced changes in network structure. But in real-world situations, e.g., a genome wide association study of natural variation, neither the background nor the genotype is held constant. Thus, the possibility of aligning phenotypic variation with connectivity becomes more difficult.

Given this complexity and the fact that module(s) specifically and networks generally may be the key to understanding heritability, how best to investigate the gene-behavior relationship, especially with a translational perspective? Here, we simply offer one approach. Some behaviors, especially those that substantially involve subcortical circuitry, have a large number of relevant isomorphic animal models. With these models in hand, it is possible to use network techniques to detect key modules; the translational goal is to determine which genes within the key module(s) are targets for manipulation and behavioral modification. We argue that the inclusion of the HS-CC or a related population such as the Diversity Outcross [48] is key to the translational perspective. The genomic granularity and allelic diversity allowed a reasonably accurate alignment of changes in connectivity with specific genomic regions that segregate with selection (Table 2). In addition and only in the HS-CC population, there were eight transcripts with significant differential expression and significant changes in connectivity in the key catalepsy modules (Dataset S6, in File S1). This process significantly reduced the number of targets identified for manipulating haloperidol response. 

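Of the transcripts of Dataset S6, Cbr3, a carbonyl reductase, differed in level between the HS-CC lines. Both of its probes were lower in High animals, at −0.26 (11.41 ± 0.40 and 11.67 ± 0.32, SD, n = 48 each; standard error 0.07, adjusted p = 0.0256 by limma) and −0.18 (standard error 0.05, adjusted p = 0.0467). Their connectivity to the module closest to Pink had Z scores of 1.18 and 1.52, which were −0.91 and 0.58 without the outlying High array. Lpl, lipoprotein lipase, was less connected in High animals. Not itself a member of the rebuilt module, it had a connectivity to the module of 0.06 in High and 2.37 in Low animals (Z −2.91), with a log2 fold change of −0.20 (standard error 0.09, unadjusted p = 0.0363, adjusted p = 0.306). Its Z was −2.63 without the outlying High array. With outlying arrays removed repeatedly, a choice made after the data were seen, its level passed at an adjusted p of 0.0715.
The splicing factor Sf3b3 had a log2 fold change of −0.12 (standard error 0.04, adjusted p = 0.104), which passed without that array at 0.0199. Its total network connectivity Z was 0.26, which turned to −3.58 without that array and −2.88 with outlying arrays removed repeatedly. The 2 probes of Sh3rf2, a ubiquitin ligase scaffold, lay at 0.16 and 0.14 with adjusted p-values of 0.228 and 0.222, and with Z scores of −0.27 and −0.26. Rapsn, which anchors acetylcholine receptors, had a log2 fold change of −0.04 (adjusted p = 0.688). Not a member of the rebuilt module, it had a connectivity to the module of 1.84 in High and 0.21 in Low animals (Z 0.99). This Z turned to −3.97 without that array. Another Rapsn probe, not among the variable ones, lay at −0.06 (standard error 0.02, adjusted p = 0.0152 over all expressed probes). The paper chose these transcripts on the same animals. D430041B17Rik of Dataset S6 was not found under that name and was not tested.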

By definition (because they are members of a key coexpression module), they have a role in haloperidol response.

Another target driven approach is to focus on the “hub” genes. From the scale-free network perspective, hub disruption will have the greatest affect on modular connectivity. It is not necessary that the hub targets be genes that are affected by selection although focusing on these genes provides insight into the causes of natural variation. In the three selection consensus modules, there are a number of hub genes previously shown to significantly affect locomotor behavior and in some cases haloperidol response. In addition to *Drd2* (“Pink”), these include *Rgs9, Pde10a* and *Chat* (all “Pink”), *Tcf4* (“Green”) and *Lrrk2* and *Foxp2* (“Grey 60”) [49], [50], [51], [52], [53], [54], [55]. It is also of interest to note that two histone demethylases (*Jmjd1a* and *Jmjd2b*) are key hub genes (“Grey60” and “Pink”, respectively), perhaps suggesting an epigenetic strategy for modifying haloperidol response.

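The dopamine D2 receptor gene Drd2, the target of haloperidol, did not pass in level among the variable transcripts. Its log2 fold change was −0.12 in F2 (standard error 0.07, adjusted p = 0.540) and −0.06 in HS-CC (standard error 0.08, adjusted p = 0.826), with connectivity Z scores of 0.38 and 0.89. It passed in F2 only when adjusted over the 3 probes of indirect pathway spiny neurons alone (adjusted p = 0.0919). That list did not pass by camera. Rgs9, the striatal regulator of G-protein signalling, had module connectivities of 0.36 in HS-CC High and 3.78 in HS-CC Low animals (ranks 262 and 39 of 348, Z −2.16), which was −1.59 without the outlying High array. Its level did not differ, at 13.59 ± 0.33 and 13.55 ± 0.60 (SD, n = 48 each). The striatal phosphodiesterase Pde10a had a module Z of −0.37 in HS-CC and the acetylcholine-synthesising enzyme Chat −0.47. Tcf4 (Z −0.03) and the kinase Lrrk2 (Z −1.24) did not pass in total connectivity in HS-CC, and Lrrk2 lay at a log2 fold change of −0.14 in F2 (standard error 0.05, adjusted p = 0.145). None of the 3 probes of Foxp2 was among the variable transcripts. By intramodular connectivity Rgs9 ranked 32 and 61 of 348 in the F2 High and Low networks and Chat 63 and 59.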

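Of the genes of histone demethylases, Kdm3a (Jmjd1a) was lower in F2 High animals by 1 of its 3 probes, at a log2 fold change of −0.13 (10.15 ± 0.14, n = 41, and 10.29 ± 0.15, n = 42, SD; adjusted p = 0.011 by limma). Its other probes lay at −0.07 and −0.05 and did not pass. In HS-CC the 3 probes had 0.02, 0.06 and 0.06, none past the test. Kdm4b (Jmjd2b) lay at −0.04 in F2 (adjusted p = 0.851) and −0.01 in HS-CC (adjusted p = 0.982). It was a well-connected member of the module closest to Pink in F2, at 11.19 in High and 6.14 in Low animals, ranks 54 and 86 of 348, and its HS-CC module Z was 0.82, which turned to −0.50 without the outlying High array. Over the 16 expressed probes of 10 listed histone demethylase genes, 1 was lower and none higher in F2 (1 lower when adjusted over the list alone; camera adjusted p = 0.658 with an estimated correlation). In HS4 as labelled and HS-CC 0 passed, and 0 had an unadjusted p under 0.05 (camera adjusted p = 0.962 and 0.993).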

Overall, the data presented here argue that a systems biology approach is needed, at least in some contexts, to investigate the relationships between genes and behavior. The results from the three independent selections illustrated that at the gene transcript level, neither differential expression, nor differential connectivity in one selection population predicted similar results in another selection population; however at the module level, connectivity changes did overlap. Extracting module-dependent information requires relatively large gene expression datasets, which in turn facilitate an accurate assessment of the covariance structure. This assessment can be improved by substituting RNA-Seq for microarray based strategies [56].

## Supporting Information

File S1 Contains: Dataset1: Gene transcripts showing a significant differential effect. Dataset2: Gene Ontology (GO) annotation of the consensus modules. Dataset3: Transcription factor binding sites (TFBS) enrichment of consensus modules. Dataset4: Transcription factor binding site pair enrichment of consensus modules. Dataset5: Network changes quantified using Z scores. Dataset6: Gene transcripts with significant changes in both expression and connectivity.
(ZIP)

File S2 Supplementary Methods: Definition of network statistics used in the analysis.
(DOCX)

# Supplementary material for: Differential Network Analysis Reveals Genetic Effects on Catalepsy Modules
**Source:** PLoS One. 2013 Mar 21;8(3):e58951. doi: 10.1371/journal.pone.0058951
**Supplement:** File S2 — Supplementary Methods: Definition of network statistics used in the analysis.

# Supplementary Methods

## Evaluation of Network Changes

In many biological network applications, it is of interest to evaluate to what extent network properties are preserved or disrupted across biological conditions. Recent work (Langfelder et al., 2011) has introduced a comprehensive and powerful method for evaluation of preservation of network properties. For any collection of network nodes of interest (module), preservation statistics are created by comparing network/module statistics against similar values compiled from randomly selected groups of nodes. Broadly speaking, bootstrapping or random selection is performed over network nodes.

In the current application, the goal is to detect significant changes in network structure. Even though modules might be highly preserved across biological conditions, this does not preclude the emergence of subtle changes in network structure that are not enough to render the module non-preserved, but nevertheless are statistically significant and, potentially, biologically meaningful. To detect these changes, we adapted the module preservation procedures outlined in (Langfelder et al., 2011). In essence, we create separate networks corresponding to the different biological conditions; differences between these networks are evaluated against changes that could occur by chance. An empirical distribution of random changes is compiled by constructing networks using a mixture of samples from both biological conditions. Bootstrapping is performed over samples as opposed to network nodes.

To facilitate a clear comparison of network properties, we first constructed a consensus network using average correlation values from the three datasets corresponding to three different genetic backgrounds. Clustering the consensus adjacency matrix resulted in the detection of a set of consensus modules; this consensus module assignment was used for evaluation of network preservation and disruption.

In this section we review the module preservation statistics introduced in (Langfelder et al., 2011), we describe our modifications, and we detail the module disruption values detected in our data.

## Module preservation statistics

(Langfelder et al., 2011) outline several different types of network statistics; in the current study we use density based and connectivity based statistics. Density based statistics determine whether module nodes remain highly connected across networks. Connectivity statistics evaluate whether the connectivity patterns between nodes remains preserved across networks. Preservation statistics make use of more general network concept definitions. For complete definitions of network concepts and preservation measures the reader is referred to (Langfelder et al., 2011), Equations 1-20.

Node adjacency: or the Pearson correlation of expression values over samples

Adjacency matrix n by n matrix of pairwise adjacencies

a listing of non-redundant adjacency values

Node connectivity sum of adjacencies of a node

Intramodular node connectivity sum of connection strengths of a node restricted within the containing module

Module eigengene connectivity , where is the profile of node i and E is the eigengene of module q

Clustering coefficient

Maximum adjacency ratio

The network statistics defined above apply to an individual node ; for a given module , the collection of network statistics can be organized in a vector. To evaluate preservation of a network statistic in a module, vectors originating from two different networks are correlated; high correlation values correspond to strong preservation. Furthermore, statistical significance of preservation values can be obtained by using a Z score (Langfelder et al., 2011):

where *a* indicates a network statistic, and μ, σ are the mean and standard deviations of the module measurements generated using the bootstrapping procedure. The essential difference between our disruption Z score and the preservation Z scores defined by Langfelder et al., (2011) is the way in which μ and σ are computed. For preservation Z scores, μ and σ are computed using random groups of nodes. For disruption Z scores, μ and σ are computed from comparing two networks that are constructed using a mixture of samples from the two biological conditions.

In many cases, real module measurements are higher than measurements for random groups; Z values between 2 and 10 denote moderate preservation while Z values higher than 10 indicate strong preservation.

## Module disruption statistics

We modified the procedure outlined above to detect statistically significant differences between two networks that use the same module assignment. All the network measurement definitions are identical to (Langfelder et al., 2011), Equations 1-20. However, the manner in which disruption Z scores are computed is changed. Networks 1, 2 are constructed using samples that belong to two different groups. Network preservation statistics are computed between these two networks.

A collection of networks is constructed using a random mixture of samples from the two categories; preservation statistics between pairs of these networks are collected; next, mean and standard deviation are computed. Finally, disruption Z scores are computed based on these quantities.

We note that generally one can expect Z preservation scores to be positive because preservation is higher for modules compared with random groups of nodes. However, Z disruption scores are often negative because preservation is lower between Network1 and Network2 (samples belong to distinct categories) compared with networks constructed using mixture of samples; the latter do not have a biological basis for changes in network structure. Following (Langfelder et al., 2011), we denote Z disruption scores between 0 and -2 to be moderately disrupted while Z scores lower than -2 are considered strongly disrupted.

Langfelder, P., Luo, R., Oldham, M.C., and Horvath, S. (2011). Is my network module preserved and reproducible? *PLoS Comput Biol* 7**,** e1001057.

How the deposited data were processed for this re-analysis (not part of the article)

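Gene expression was measured in the striatum of mice selectively bred for a high (responsive) or low (non-responsive) cataleptic response to haloperidol, with 1 array per animal. The F2 selection had 41 High and 42 Low animals, and the HS4 and HS-CC selections 48 High and 48 Low animals each, 275 arrays in all. Each animal gave a single array, and animal numbers that recur in different groups belong to separate animals. The grouping followed the sample labels. In HS4 these labels also give a sex, which did not match the sex-linked transcripts, so HS4 groups are named as labelled and no array was moved.
The values, as deposited, are log2-scale intensities that the authors made with lumi and quantile normalized; the sources used here do not say whether lumi's log2 or its variance-stabilizing transformation was applied. Each selection had been normalized separately, so tests were made within selections. For the effects compared across selections, High minus Low differences came from a single fit of all groups, after quantile normalization across all arrays. That fit called 21 transcripts in F2, 0 in HS4 as labelled and 141 in HS-CC, so its effects differ somewhat from those within selections. Of 25697 probes, 23978 had 1 gene symbol, 0 had several and 1719 had none. The symbols of 23962 probes were looked up through Entrez identifiers and 0 changed.
Background was set on each array by 1341 probes of olfactory, vomeronasal and taste receptors. A probe counted as expressed above their percentile 95 on at least 25 percent of a selection's arrays, which held for 15300 probes in F2, 15219 in HS4 and 15119 in HS-CC. The expressed probes with a coefficient of variation above the median in every selection numbered 4574. Detection p-values and the list of removed outlying arrays were not at hand, so the paper's own probe set could not be rebuilt. An array was called outlying when its mean correlation with the others of its selection lay more than 2.5 SD below the mean; such arrays were kept and left out in an alternative.
Differential expression was tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, High minus Low in each selection, with Benjamini-Hochberg adjustment over the 4574 transcripts and a false discovery rate of 0.1. Effects were compared between selections with an interaction term. Gene lists of cell types and pathways, written from general knowledge, and the transcription factors of Dataset S3, taken from the paper, were tested with camera with an estimated correlation. Counts of list members are given over all expressed probes and adjusted over the list alone.
Networks were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Adjacency was the absolute Pearson correlation to the power 10, and the consensus was its mean over the selections. Modules came from an average-linkage tree and an own hybrid splitting routine (deep split 2, largest core scatter 0.82, minimum size 40), with merging above an eigengene correlation of 0.75. Z scores came from 200 mixed networks made in 100 random splits of the animals of a selection, with thresholds of 2 and −2. Rebuilt modules were matched to those of the paper by Fisher's exact test on the genes that the paper names. Figures were drawn with matplotlib 3.10.9.
The tests were tried on simulated data. The genes named were every gene that the paper names in its text, Table 2 and Dataset S6, the transcripts with the largest changes past the threshold, those called in several selections, list members with the smallest p, the transcripts with the largest connectivity Z, and module hubs. The values in the paper's tables had been seen when this rule was set.
Alternatives were wider and stricter probe sets, the values as deposited, leaving out outlying arrays, a false discovery rate of 0.05, an intensity trend, 41 animals per line, sex or family terms in HS4, Spearman correlation, power 6, topological overlap, a minimum module size of 30, connectivity within modules, balanced mixed networks, subtraction of line means, families kept whole, a preset correlation and a narrower genomic window. Enrichment of gene ontology terms and of binding sites, genotypes and behaviour were left out, because the expression data analysed hold none of them. Genomic neighbours were found for 4288 of the transcripts (93.7%) in a gene table of a single genome build, and no coordinates are given.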

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

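The tests of differences between selections and of their random splits were chosen after the single-selection results were seen.
The High minus Low effect differed between HS-CC and F2, by limma's interaction term, for 65 transcripts. None of the random splits came near, with 1 of 101 as large, the real one included, and 1 transcript in the highest other split. Random allotment of the animals to lines can thus be excluded. Each selection had a single pair of lines, so the splits cannot exclude random fixation of alleles. They also treated animals that may be siblings as independent, since no families are given for F2 and HS-CC. The named transcripts were marked because their effects differed between these selections. As the log2 fold change in HS-CC minus that in F2, Csrp1 had −1.53, Abhd16a −1.05, Vsnl1 −0.77, Ntrk2 −0.61, Lcmt1 −0.60, Pip4k2a −0.60, both probes of Mgst3 −0.56 and −0.53, Fam20b −0.44 and Lyplal1 −0.41. Positive differences were found for Dctn4 (0.97), Smim8 (0.92), Tomm22 (0.72), Crym (0.67), Trim59 (0.64), Klc1 (0.59), Glo1 (0.55), Ppp1r13b (0.50) and Sfi1 (0.34).
Effects differed between HS4 as labelled and F2 for 7 transcripts and between HS-CC and HS4 as labelled for 30. For the 7, 4 of 101 splits were as large, the real one included, but this count does not exclude chance. The highest other split had 936, which points to a structure of the samples, and the HS4 labels may belong to other animals. For the 30, chance cannot be excluded (10 of 101), and the highest other split had 1371, which points to the same. Both comparisons carry the limit of the HS4 labels.
Transcripts outside the variable set, which the network does not cover, also differed between lines. Over all expressed probes, 64 of them passed in F2 (28 higher and 36 lower in the High line), 3 in HS4 as labelled (3 higher) and 327 in HS-CC (117 higher and 210 lower).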

How the results depend on the processing

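Repeated removal of outlying arrays, the variable set taken over all probes, and gene lists, Pink genes and module sizes without outlying arrays are tests chosen after the data were seen. No paired analysis was possible because animal numbers that recur between groups belong to separate animals. Intensities over background limit what is seen of dim probes: on the arrays' median, 54.1% to 55.2% of probes exceed the receptor probes. Most of the results compared under alternatives are counts, taken as kept where equal to the main count or within 1.5 times of it. Tests were taken as kept on the same side of their threshold, and a turn of direction was counted only where a value passed. Under alternatives set in advance, 107 comparisons were kept, 27 moved and 1 was weaker. Under the later ones 18 were kept, 14 moved and 1 reversed. For single transcripts the counts were 492 kept, 39 weaker and 6 reversed, and 123, 14 and 13. No log2 fold change of a named transcript reversed.
Differential expression calls in F2, HS4 as labelled and HS-CC were 144, 6 and 513 over all expressed probes, where more transcripts were tested. HS4 had 8 and HS-CC 417 over all probes of the array. Without outlying arrays they were 181, 13 and 317, and 281, 35 and 364 with repeated removal. With the variable set taken over all probes (8660 transcripts), F2 had 147 and HS-CC 396. HS-CC had 117 at a false discovery rate of 0.05, a stricter threshold, and 124 with 41 animals per line, where fewer animals were used. No transcript was common to all 3 selections in any of these settings.
Of the network transcripts, 3.4% changed in connectivity in F2, 0.7% in HS4 as labelled and 7.4% in HS-CC, and 1.1%, 0.2% and 3.0% did so within the own module, where 2076 transcripts could be tested (2.4%, 0.3% and 6.6% of these). With Spearman correlation HS4 had 3.8% and HS-CC 14.6%. Without outlying arrays F2 had 7.8% and HS4 4.0%, and with repeated removal the 3 had 5.7%, 4.9% and 11.7%. In all 3 selections together 1 transcript passed with Spearman correlation and 1 with repeated removal. With repeated removal 1 module was disrupted in F2 and 1 in HS-CC, and 19 and 13 of 101 splits, the real one included, gave as many. The Z of the module closest to Pink was counted as reversed in F2, from 0.10 to −2.72. These values belong to different modules, of 348 transcripts with all arrays and of 88 with repeated removal. The cause was not tested.
The smallest module held 346 transcripts with topological overlap, 35 with a minimum size of 30, 72 with power 6 and 43 with repeated removal, and the largest held 32.3% of the network transcripts with topological overlap and 22.2% with power 6. Pairs of a marker list and a module were 2 with topological overlap and 5 with repeated removal. With a preset correlation of 0.01, 8 gene lists differed in F2, 3 in HS4 as labelled and 5 in HS-CC. The share of HS-CC calls with a called neighbour within 2 Mb was 44.1% and no longer passed. The cause was not tested.
Connectivity Z reversed without outlying arrays for Cdhr1 in F2 (0.23, and 0.32 with repeated removal). In HS4 as labelled, Vamp3 had 0.47 with Spearman correlation, 0.85 without outlying arrays and 1.06 with repeated removal, and Gm14325 had −0.20, −0.30 and −0.19. With repeated removal Insyn2b had 0.27, Hba-a1 1.55, Tmem121 −0.76, Cachd1 0.88 and Csnk1e 0.99. In HS-CC, Churc1 had −0.13 with Spearman correlation and Nubp2 −0.23 with repeated removal. Module connectivity Z in HS-CC turned for Fam78a to −2.48 without the outlying High array and −2.17 with repeated removal, and for Rapsn to −3.97 and −4.30. The values with repeated removal refer to the module of 88 transcripts. Values under 2 also turned without that array for Trnp1 (−0.23), a Cbr3 probe (−0.91), Kdm4b (−0.50), Lzts3 (−0.65), Chat (0.16) and Drd2 (0.07). The cause was not tested.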

Differences from the paper's values

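Repeated removal of outlying arrays was chosen after the values were seen; other alternatives named here were set before the data were examined, and Z scores are compared with an error of 1, their SD.
The paper counts 33 differentially expressed transcripts in HS4, against 3 here between the arrays as labelled; none of 11 alternatives comes within 1.5 times the paper's count, and repeated removal, chosen after the values were seen, gives 35. For HS-CC the paper counts 445, against 192 here; all expressed probes, all probes of the array and leaving out outlying arrays come within that range, and the other 6 alternatives do not. Repeated removal (364) and the variable set taken over all probes (396), both chosen after the values were seen, do as well. Both use a false discovery rate of 0.1. Repeated removal left 3 of 26 expressed symbols (11.5%) of the paper's HS4 list with an unadjusted p under 0.05, and 378 of 383 (98.7%) of its HS-CC list.
The paper has 25 modules, against 6 here, and no alternative comes within 1.5 times. Its smallest has 40 transcripts, against 110 here; a minimum size of 30 comes within that range, and topological overlap and power 6 do not. Repeated removal, chosen after the values were seen, gives 43.
For transcripts with a changed connectivity the paper gives 458 (7.0%) in F2, against 155 (3.4%) here. Leaving out outlying arrays comes within 1.5 times for the count and, with Spearman correlation, for the percentage, and the other alternatives do not. Repeated removal, chosen after the values were seen, gives 5.7%, within range for the percentage. It gives 499 (7.6%) in HS4, against 32 (0.7%), and 1537 (23.4%) in HS-CC, against 338 (7.4%), with no alternative within range. It gives 4 disrupted modules in F2, 12 in HS4 and 21 in HS-CC, against 0, 0 and 0 of the rebuilt modules here, also in every alternative set before the data were examined. With all arrays, the random splits left some modules in each selection little room for a Z below −2.
For the Pink module in F2 the paper's Z scores are −2.09 (cor.kIM), −1.75 (cor.kME), −2.35 (cor.kMEall), −1.98 (cor.ADJ), −1.6 (cor.clusterCoeff) and −1.32 (cor.MAR), against 0.10, −0.40, 0.17, 0.61, 0.78 and 1.07 for the rebuilt module closest to it. That module holds 348 transcripts, with Cckbr and Tbr1 among its hubs, and is a wider set than the named Pink genes. Spearman correlation comes within the error for cor.kME and leaving out outlying arrays for cor.ADJ, and no alternative set before the data were examined does for the others. Repeated removal, chosen after the values were seen, comes within the error for cor.kIM (−2.72), cor.kME (−2.27), cor.ADJ (−1.69) and cor.MAR (−2.01), and not for cor.kMEall (−1.14) or cor.clusterCoeff (−3.46). With repeated removal, in each selection, the closest module is another one, of 88 transcripts led by Rgs9. In HS4 the paper has −2.73 (cor.kIM), −1.62 (cor.kME), −0.59 (cor.kMEall), −1.89 (cor.ADJ) and −1.23 (cor.MAR), against 0.69, 0.98, 0.50, 0.87 and 0.02 as labelled; Spearman correlation and leaving out outlying arrays come within the error for cor.kMEall and cor.MAR, and no alternative does for the others. Repeated removal, chosen after the values were seen, does for cor.kMEall (−0.80). In HS-CC the paper has −3.95 (cor.kIM), −4.07 (cor.kME), −3.05 (cor.kMEall), −5.08 (cor.ADJ) and −2.61 (cor.clusterCoeff), against −0.14, −1.52, −1.23, −0.89 and 0.66, with no alternative set before the data were examined within the error. Repeated removal, chosen after the values were seen, gives a cor.clusterCoeff of −1.79, within it, and −0.14, −1.22, −0.02 and −0.37 for the first 4. Leaving out outlying arrays gives a cor.kIM of −0.77 in F2, −1.03 in HS4 as labelled and −1.71 in HS-CC, negative as in the paper.
For Z of module connectivity in HS-CC the paper gives −2.001 for Fam78a, against 0.43 here, −2.9 for Kcnab1, against −1.83 and −1.08 on 2 of its 3 probes, 2.6 for Pou3f1, against 1.04, and −2.5 for Lzts3, against 0.36. It gives −10.3 for Rapsn, against 0.99, 3.05 for Cbr3, against 1.52, and 2.08 for Sh3rf2, against −0.27 and −0.26. The Cbr3 probes were paired with the paper's values by size, as the paper does not identify them. No alternative set before the data were examined was run on these values. Leaving out the outlying High array, chosen after the values were seen, gives −2.48 for Fam78a, the only one of these then within the error, −3.97 for Rapsn, −0.65 for Lzts3, −1.10 and −1.20 for the 2 Kcnab1 probes, 0.33 for Pou3f1, 0.58 for Cbr3 and −0.99 and −0.43 for Sh3rf2. It takes Trnp1 from 1.48 to −0.23 and the other Cbr3 probe from 1.18 to −0.91, away from the paper's 2.4 and 2.01. For genes of Green and Grey60 only total network connectivity was measured, which is not the paper's module connectivity. By it none of Myo5a, Rps6ka5, Nckap1l, Rab40c, Spock1 and Sf3b3 passed in HS-CC. Myo5a passed with repeated removal (2.59), Spock1 without the outlying High array (−2.42) and Sf3b3 in both settings (−2.88 and −3.58), each in the paper's direction.
The paper calls Sf3b3, Sh3rf2, Arhgdib, Lpl and Rapsn differentially expressed in HS-CC, and here Cbr3 alone passed of the genes of Dataset S6 that were tested; D430041B17Rik was not found under that name. Sf3b3 passed without outlying arrays (adjusted p = 0.0199), with repeated removal (0.0348) and with the variable set taken over all probes (0.0896). A probe of Sh3rf2 passed without outlying arrays (0.0707) and both with repeated removal (0.0370 and 0.0587). Arhgdib (0.0971) and Lpl (0.0715) passed with repeated removal, and another Rapsn probe passed over all expressed probes (0.0152). The paper links modules to oligodendrocytes and astrocytes, and no rebuilt module was enriched in either marker list, while markers of cortical glutamatergic neurons were. Fig. 3A draws the edges of Bcl11b in High animals thicker than Fig. 3B does in Low animals, whereas Table 2 and the values here give lower connectivity in High animals.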

Other observations

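The tests of the HS4 labels against the paper's list, of eigengene differences between lines, of spiny neuron markers outside a module, and of random splits for differential expression, interactions and gene lists, and the use of repeated removal of outlying arrays, were chosen after the results were seen.
Some transcripts fell into separate clusters of animals. Thumpd1 in F2 left the range from 9.02 to 10.28 on the log2 scale empty, with 19 of 41 High and 2 of 42 Low animals below it, whose values do not exceed their arrays' background. A second F2 gap of Thumpd1 ran from 10.83 to 11.15, with 40 of 41 High and 18 of 42 Low animals below. In HS-CC its gap ran from 9.64 to 10.34, with 11 of 48 High and 0 of 48 Low animals below. Csrp1 in HS-CC had a gap from 10.28 to 11.32, with 34 of 48 High and 4 of 48 Low animals below.
The gene lists differed little between lines. In F2, blood markers were lower in High animals when adjusted over the list alone (3 of 3: Hbb-bt −0.47, Hba-a1 −0.27, Alas2 −0.09), and so were markers of indirect pathway spiny neurons (3 of 3: Drd2 −0.12, Gpr6 −0.12, Sp9 −0.08). Neither list passed by camera (adjusted p = 0.146 and 0.268), and neither Drd2, Gpr6 nor Sp9 passed over all expressed probes; with repeated removal 1 of the 3 did. In HS-CC, 7 of 20 astrocyte probes were lower over the list alone, among them Aldh1l1 (−0.10) and Slc1a2 (−0.20), though the list did not pass by camera (adjusted p = 0.653), and C1qc of microglia was lower at −0.30 while Ctss was higher at 0.23 when adjusted over the list alone. Maob (0.26), Sst (0.21) and Cldn11 (0.30) were higher in HS-CC High animals. The list of genes with known structural variants passed in HS-CC, with 2 probes, Glo1 (0.64) and Alad (0.20).
Camera adjusted p-values in F2, HS4 as labelled and HS-CC, in that order, were: astrocytes 0.713, 0.962 and 0.653; blood 0.146, 0.731 and 0.993; cholinergic interneurons 0.359, 0.962 and 0.993; choroid plexus 0.713, 0.962 and 0.856. For further lists they were: cortical glutamatergic neurons 0.713, 0.957 and 0.993; cyclic nucleotide phosphodiesterases 0.713, 0.962 and 0.882; direct pathway (D1) spiny neurons 0.713, 0.962 and 0.993; dopamine signalling 0.713, 0.962 and 0.993. Next came endothelial and mural cells 0.713, 0.962 and 0.57; GABA interneurons 0.26, 0.962 and 0.936; GABA receptors 0.713, 0.628 and 0.993; genes with known structural variants among inbred strains 0.146, 0.989 and 0.0029. Then came glucocorticoid response 0.713, 0.962 and 0.993; immediate early genes 0.938, 0.962 and 0.794; indirect pathway (D2) spiny neurons 0.268, 0.957 and 0.993; ionotropic and metabotropic glutamate receptors 0.359, 0.628 and 0.993. After these came major histocompatibility complex 0.608, 0.731 and 0.993; medium spiny neurons 0.713, 0.962 and 0.993; microglia 0.958, 0.918 and 0.993; oligodendrocyte precursors 0.713, 0.731 and 0.936. The last were oligodendrocytes 0.713, 0.957 and 0.57; septum, hypothalamus and thalamus 0.938, 0.731 and 0.993; sex-linked genes 0.713, 0.962 and 0.993; synaptic vesicle release 0.713, 0.731 and 0.993.
Random allotment of the animals to lines can be excluded for the differential expression counts of F2 and HS-CC. F2 had 95 calls, with 1 in the highest other split, and HS-CC had 192, with 17. In each, 1 of 101 splits was as large, the real one included. Each selection had a single pair of lines, so the splits cannot tell selection from random fixation of alleles. No families are given for F2 and HS-CC, so the splits treated animals that may be siblings as independent. For HS4 as labelled (3; 897; 3 of 101) few splits were as large, but this count does not exclude random allotment. A split with 897 points to a structure of the samples. So do splits with 16.4% of the transcripts changed in connectivity in F2 and 24.0% in HS4. The real ones had 3.4% and 0.7%. The HS4 labels may also belong to other animals. For changed connectivity, random allotment of the animals can be excluded in HS-CC (338, with 250 in the highest other split, 1 of 101). It cannot be excluded in F2 (44 of 101) or HS4 as labelled (92 of 101). For gene lists in HS-CC (1; 2; 7 of 101) it cannot be excluded. Where the real count is 0, every split is as large (101 of 101) and the count of splits says nothing of chance: this holds for disrupted modules in F2, HS4 and HS-CC (2, 4 and 2 in the highest other split) and for gene lists in F2 and HS4 (2 and 9).
The labelled sex matched Eif2s3y on 41 of 96 HS4 arrays, while Kdm5d (r = 0.94) and Xist (r = −0.80) followed Eif2s3y across those arrays. A candidate explanation is that the labels of most HS4 arrays belong to other animals, which stays open. Pairs of the same labelled family correlated at 0.047 on average, against 0.03 for other pairs of their line (permutation test, p = 0.259). Whether only the sex labels are wrong was asked of the paper's HS4 list. Of that list 3.8% had a p under 0.05 between the labelled lines. Of all 4574 tested transcripts only 72 had an unadjusted p under 0.05, so this share could hardly tell right from wrong line labels. Against outlying arrays hiding that list, the share was 11.5% with repeated removal. No biological explanation was tested.
With repeated removal, a module held all 6 network probes of choroid plexus markers, Ttr, Kl and Sostdc1 among them (Bonferroni p = 4.79e-11), and another 4 of 5 probes of cortical glutamatergic neurons (Bonferroni p = 0.00764). The latter also held 6 of 12 probes of dopamine signalling, Drd1 and Ppp1r1b among them (Bonferroni p = 0.00436), and 6 of 13 of synaptic vesicle release (0.00766), so it is not a module of cortical genes alone, and transcripts that rise and fall in opposite directions can share it. Across animals its eigengene, taken without spiny neuron markers, fell as the mean of medium spiny neuron markers rose, at r = −0.83 in F2 (n = 71, rho −0.84, −0.80 without the 2 farthest animals), −0.90 in HS4 (n = 75, rho −0.91, −0.89) and −0.66 in HS-CC (n = 87, rho −0.66, −0.66). The permutation p was 1e-05 for r and rho, the smallest the permutations can give, and 2.4e-05 adjusted over 24 relations; within lines r ran from −0.56 to −0.90. Of the 27 marker probes 5 were members of the module; without these r was −0.85, −0.90 and −0.65. RNA of neighbouring tissue that varies with the dissection may explain this and stays open. Against a difference between lines in these modules, the lowest adjusted p of their eigengenes was 0.323, which does not show that they are equal.
Called transcripts lay near one another in the genome in F2 and less clearly in HS-CC. In F2, 61.8% had a called neighbour of another gene within 5 Mb, against a mean of 36.0% and a highest value of 58.4% over random draws (p = 0.0001, the smallest they can give). In HS-CC the share was 66.1% against 58.2% (highest 72.6%, p = 0.028), and within 2 Mb it was 44.1% against 36.6% (p = 0.05), which no longer passed, while F2 had 49.4% against 20.7% (p = 0.0002). Against sequence differences under single probes, 121 of 172 other probes of called genes (70.3%) moved the same way over both selections (95% confidence interval 63.1 to 76.7). The interval was 60.4 to 76.9 in HS-CC and 59.8 to 82.7 in F2, which alone does not clear the 60% set in advance, and 64 of the 172 (37.2%) moved the same way with an unadjusted p under 0.05, so single calls may still rest on the sequence under their probe. Stretches of linked founder alleles are a candidate explanation that stays open in both selections, and the HS-CC share, unlike that of F2, did not exceed the highest of the random draws.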
